# Distinct Peripheral Blood RNA Responses to *Salmonella* in Pigs Differing in *Salmonella* Shedding Levels: Intersection of IFNG, TLR and miRNA Pathways

**DOI:** 10.1371/journal.pone.0028768

**Published:** 2011-12-12

**Authors:** Ting-Hua Huang, Jolita J. Uthe, Shawn M. D. Bearson, Cumhur Yusuf Demirkale, Dan Nettleton, Susan Knetter, Curtis Christian, Amanda E. Ramer-Tait, Michael J. Wannemuehler, Christopher K. Tuggle

## Abstract

Transcriptomic analysis of the response to bacterial pathogens has been reported for several species, yet few studies have investigated the transcriptional differences in whole blood in subjects that differ in their disease response phenotypes. *Salmonella* species infect many vertebrate species, and pigs colonized with *Salmonella enterica* serovar Typhimurium (ST) are usually asymptomatic, making detection of these *Salmonella*-carrier pigs difficult. The variable fecal shedding of *Salmonella* is an important cause of foodborne illness and zoonotic disease. To investigate gene pathways and biomarkers associated with the variance in *Salmonella* shedding following experimental inoculation, we initiated the first analysis of the whole blood transcriptional response induced by *Salmonella*. A population of pigs (n = 40) was inoculated with ST and peripheral blood and fecal *Salmonella* counts were collected between 2 and 20 days post-inoculation (dpi). Two groups of pigs with either low shedding (LS) or persistent shedding (PS) phenotypes were identified. Global transcriptional changes in response to ST inoculation were identified by Affymetrix Genechip® analysis of peripheral blood RNA at day 0 and 2 dpi. ST inoculation triggered substantial gene expression changes in the pigs and there was differential expression of many genes between LS and PS pigs. Analysis of the differential profiles of gene expression within and between PS and LS phenotypic classes identified distinct regulatory pathways mediated by IFN-γ, TNF, NF-κB, or one of several miRNAs. We confirmed the activation of two regulatory factors, SPI1 and CEBPB, and demonstrated that expression of miR-155 was decreased specifically in the PS animals. These data provide insight into specific pathways associated with extremes in *Salmonella* fecal shedding that can be targeted for further exploration on why some animals develop a carrier state. This knowledge can also be used to develop rational manipulations of genetics, pharmaceuticals, nutrition or husbandry methods to decrease *Salmonella* colonization, shedding and spread.

## Introduction

*Salmonella enterica* serovar Typhimurium (ST) infects almost all vertebrates, including reptiles, birds, and mammals [1]. In humans, ST causes an acute gastroenteritis known as salmonellosis. *Salmonella* colonization of pigs can lead to an enterocolitis of variable severity with the bacteria often establishing a carrier status in the host [2]. The decreased performance of pigs with subclinical *Salmonella* infections has a negative economic impaction the swine industry [3]. Moreover, pigs that persistently shed *Salmonella* pose a significant threat to public health by increasing the potential for foodborne disease [2], [4], [5]. To reduce the incidence and severity of salmonellosis and other infectious diseases, a need exists to define the immune genes and pathways responsible for enhanced disease resistance and pathogen clearance [6]. Genetic selection for improved humoral and cell-mediated immunity to develop pigs with enhanced disease resistance has been reported [7], while heritabilities of specific immune component parameters have been estimated and correlations to performance traits defined [8], [9], [10], [11]. Genomic regions controlling leukocyte numbers and response to mitogens have also been identified [12], [13], [14]. In a *Salmonella* challenge experiment, van Diemenet al. found evidence for genetic control of innate immunological traits (e.g., numbers and function of polymorphonuclear leukocytes) and associated some of these with susceptibility to salmonellosis [15], [16].

An alternative approach to this problem is to identify the genes that respond to *Salmonella* at the RNA level, and that are correlated with decreased fecal shedding of *Salmonella*. Such genes would then provide valuable selectable biomarkers for decreased disease spread and potentially for improved innate immune responsiveness to bacterial pathogens [17]. Initial studies have focused on measuring host response to *Salmonella* spp. [18], [19], [20], [21], [22]. Screening for novel host mRNA responses to *Salmonella* has also been reported [23]. More global analyses of the response to *Salmonella* in immune tissues such as lung, Peyer's patch, or lymph node using Q-PCR assays [24] or microarrays [25], [26] have also been published. However, such analyses are difficult to translate into biomarker development because tissues are collected at slaughter. Optimally, this type of analysis needs to be performed on samples that are easy and inexpensive to collect from many live animals. One such sample would be whole blood, and measuring the transcriptome of whole blood to survey human immune responses to various diseases has become an accepted method to identify biomarkers associated with disease [27]. The transcriptomic response of peripheral blood mononuclear cells (PBMC) to bacteria, virus and immune stimulants has been investigated; effective classifiers were built to distinguish the infected or non-infected status of the patient, as well as etiology of the infection [28], [29], [30]. These studies indicate that measuring the blood transcriptome may be useful in identifying genes controlling the variability in disease resistance in the pig.

We hypothesize that there are yet unidentified host genetic differences controlling phenotypic variation of *Salmonella* shedding (and thus transmission) in pigs. Such postulated genetic differences may control the effectiveness of early innate immune responses, and we predict that these differences are likely to be most distinct in individuals at the extreme ends of *Salmonella* shedding. These differences may be reflected in the variation of gene expression response to *Salmonella* inoculation among animals with distinct ST fecal shedding counts. However, no data exist on the whole blood transcriptomic response to *Salmonella*. Therefore, we have initiated research to determine the variation in transcriptional responses to ST across 40 pigs [31]. An initial characterization of these animals found a significant positive correlation between serum interferon-γ (IFN-γ), levels at 2day post-inoculation (dpi) and ST fecal shedding levels at two and seven dpi. In the current study, *Salmonella* fecal shedding data and whole blood transcriptome profiling of a subset of this pig population were employed to 1) define extreme shedding phenotype classes of pigs based on their total number of *Salmonella* shed during the experiment; 2) determine the global gene expression responses in porcine whole blood in response to ST colonization; and 3) identify the gene expression differences subsequent to ST inoculation between two defined groups, low shedding (LS) and persistently shedding (PS) pigs. This study describes for the first time the whole blood transcriptomic response to ST inoculation in pigs and provides regulatory pathway information on the differences between animals that shed large numbers of *Salmonella* following inoculation as compared to animals that shed much less *Salmonella*.

## Materials and Methods

### Sample collection, fecal bacteria quantification and selection of animals

Peripheral blood samples were collected from two pig populations which were challenged similarly with ST: challenge population #1 of 40 pigs which has been previously described [31], and challenge population #2 of 77 pigs which is described here. In brief, for both populations, the piglets used were from sows (crossbred or Yorkshire breeds) and bred to boars from several different breeds. All available breed information is shown in Supplemental Table S1. Piglets were raised in climate-controlled, fully enclosed isolation facilities at the USDA-ARS-National Animal Disease Center (NADC) in Ames, IA. The pigs tested fecal negative for *Salmonella* three times before intranasal challenge with 10^9^ colony forming units (cfu) of nalidixic acid resistant ST χ4232 at 7 weeks of age. Fecal and blood samples were collected from each animal at 0, 2, 7, 14, and 20 dpi. *Salmonella* was quantified from feces by direct counting using bacteriological methods as described by Uthe et al. [31]. Peripheral whole blood (approximately 2.3 mL) was collected from the jugular vein into PAXgene Blood RNA tubes and processed according to the instructions of QIAGEN. All procedures involving animals were lawful and approved by the USDA-ARS-NADC Animal Care and Use Committee (approval ID: ACUP #3586).

Pigs were selected for RNA analysis from the phenotypic extremes of the *Salmonella* shedding data initially from challenge population #1 as follows: the shedding class phenotype was defined based on the total fecal excretion of ST as determined by calculating cumulative area under the plotted log curve (AULC) of logarithmically normalized fecal counts obtained between day 0 to day 20 post-inoculation for each animal. Based on the AULC, pigs of extreme shedding phenotype were identified as low shedders (LS1) and persistent shedders (PS1) and were selected from challenge population #1 for microarray analysis. Where possible, littermates were chosen that exhibited different shedding phenotype. Additional sets of extreme animals were selected using the same criteria from the remaining animals in the challenge population #1 (LS2 and PS2), and also from challenge population #2 (LS3 and PS3; LS4 and PS4).

### RNA preparation of selected animals

Total RNA was prepared from 4.5–9.0 ml of solution from the PAXgene Blood RNA tubes for LS1 and PS1pigs at day 0, 2 and 20. Samples at day 0 and day 2 were collected for LS2, PS2, LS4, and PS4 animals (50–100% of the total volume) using the PAXgene Blood RNA kit (Qiagen, Cat. no. 762164). The DNA was removed by in-solution DNase I digestion and RNeasy mini elute kit cleanup as recommended by QIAGEN. PCR assay without reverse transcription was used to confirm that the RNA samples were DNA-free. The quantity and quality of the RNA were determined using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and Nanodrop 2000 (Thermo Scientific, Wilmington, DE). RNA samples with RIN number lower than 7 or yield less than 3 µg was identified as low quality and excluded from the experiment.

For microRNA analysis, total RNA was isolated from PAXgene tubes for LS3 and PS3 animals using PAXgene Blood miRNA kit (Qiagen, Cat. no. 763134), and the miRNA quality was confirmed using Agilent 2100 Bioanalyzer.

### Microarray hybridization and statistical analysis

The porcine genome microarrays were purchased from Affymetrix (Cat. no. 900623; Santa Clara, CA). The RNA labeling, porcine gene chip hybridization, washing and signal detection were done at the GeneChip Facility, Iowa State University, Ames IA according to the manufacturer's instructions. The Bioconductor package *affy* in R was used to compute normalized MAS5.0 expression measures from the 20 Affymetrix GeneChips. A linear mixed model including fixed effects for shedding status, time and interaction between shedding status and time along with random pig effects was fit to the expression data for each gene using SAS PROC MIXED. As part of each linear model analysis, p-values were obtained for the shedding status-by-time interaction test, tests for changes over time within and averaged over low and persistent shedding groups and tests for a shedding effect at each time point and averaged over time points. The p-values for each test were converted to q-values for false discovery rate estimation [32]. All Affymetrix data has been submitted to GEO (GSE27000).

### Globin RNA removal testing

Samples from two pigs were used to test a need for the removal of globin RNA in Affymetrix microarray hybridizations. Globin RNA from two test samples was removed using the globin reduction protocol adapted from Affymetrix (www.affymetrix.com). Subsequently, total RNA was cleaned-up using GeneChip sample cleanup module (Affymetrix). Efficiency of globin RNA removal was confirmed by real-time RT-PCR to amplify porcine alpha and beta globin cDNAs using the QuantiTect SYBR Green RT-PCR Kit (Qiagen, Valencia, CA) and the Chromo4 Real-Time PCR Detection System (BioRad Laboratories, Hercules, CA). To ensure that the globin RNA removal procedure did not affect the expression levels of other transcripts, cDNAs coding for HSPH1, DNAJA4, G3PDH, RPL32 and CXCL10, were amplified before and after globin RNA removal by real-time RT-PCR using primers reported in by Uthe et al. [17]. Expression levels of these genes were not affected by globin RNA removal (J.U., S.M.D.B and C.K.T., data not shown). Analysis of the effect of globin removal on Affymetrix microarray hybridization data was also performed and included number of present, marginal and absent calls; number of genes with detection *p*-value<0.05 and an estimate of whole chip signal intensities. No dramatic changes were observed (T.H., J.U., and C.K.T., data not shown). While previous reports have indicated that removal of globin RNA can improve transcriptome profiling of whole blood RNA [33], [34], others have not used globin reduction methods [35]. As our results did not indicate an obvious benefit of globin RNA removal prior to Affymetrix microarray analysis at either the chip level or at an individual gene level, globin RNA was not removed prior to hybridization.

### Real-time PCR

Blood RNA samples from the 10 animals, LS1 and PS1, which have been used for the Affymetrix experiment, plus RNA samples from a second set of 10 animals (LS2 and PS2) were analyzed by real-time PCR. Two additional sets of animals (LS3 and PS3; LS4 and PS4) from challenge population #2 also have been analyzed by real-time PCR. The reverse transcription was performed using SuperScript II Reverse Transcriptase and Oligo(dT) primer according to the manufacturer's instructions (Invitrogen, Carlsbad, CA). All reverse transcription reactions were run along with “no-template controls”. The no-template controls gave non-detectable signals in all samples, confirming the high specificity of the assays. Real-time PCR was performed using a standard SYBR Green PCR kit (Applied Biosystems, Carsbad, CA) and BIO-RAD iQ5 Real-Time PCR Detection System. All reactions were run in duplicate. The data were normalized initially using the gene YWHAZ (tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta polypeptide) or RPL32 (ribosomal protein L32). However, normalization with either of those two RNA levels or the average of these RNA levels did not correct any systematic bias between samples (as measured by reduced variance). In fact, higher variance was introduced compared to normalization to input nucleic acid (data not shown) Thus, results were normalized only to the total input RNA or cDNA used, as we have reported previously [36]. The significance level was set to 0.05.

The expression level of miR-124 and -155 were quantified in the LS3 and PS3 animals using the Stem-loop TaqMan MicroRNA Assay (ABI Assay: 000446 and 002623) and normalized by the total amount of input RNA. MiRNA quantification assays were performed only with the LS3 and PS3 animals because the blood samples for challenge population #1 have been completely used for standard RNA preparation.

### Microarray probeset annotation and differentially expressed gene functional annotation

The most current porcine Affymetrix Genechip annotation was used to assign probesets to RefSeq ID [37]. Differentially expressed genes (q value<0.05 or 0.1, fold change>1.5 or <0.66) were divided into categories of different expression pattern as a result of ST inoculation. The open-access bioinformatics tool InnateDB [38] was used to identify significantly regulated pathways between different time points and shedding phenotypes. The web-based program DAVID [39] was used to analyze the function of differentially expressed gene identified by microarray. The significantly enriched gene expression regulators of these differentially expressed gene lists were identified by Sub-Network Enrichment Analysis (SNEA) using Pathway Studio®.

## Results

### Classification of pigs as low shedders or persistent shedders of *Salmonella* after challenge

In challenge population #1, 40*Salmonella* fecal-negative crossbred pigs were inoculated with *Salmonella enterica* serovar Typhimurium [31]. As described by Uthe and colleagues, bacteriological evaluation of fecal samples indicated all 40 pigs were shedders of *Salmonella* at 2 dpi, with an increase in body temperature (fever). A wide range of *Salmonella* shedding counts was observed during the 20-day experiment, ranging from quantitatively undetectable to 320,000 cfu/g feces. To develop a new phenotypic measure for categorizing pigs at the extremes of *Salmonella* shedding characteristics, we plotted the log transformed fecal counts at days 0, 2, 7, 14 and 20 post-inoculation for each animal. The area under the log curve (AULC) for the full 20 days was defined as the trait of interest, as this AULC is an estimate of the total *Salmonella* shed by an animal during the experiment. The number of *Salmonella* shed is clearly an important parameter that affects within-herd disease spread as well as a measure of within-animal immunologic control of *Salmonella* replication. In Figure 1, we show the accumulated AULC for each animal at each time point.

**Figure 1:**
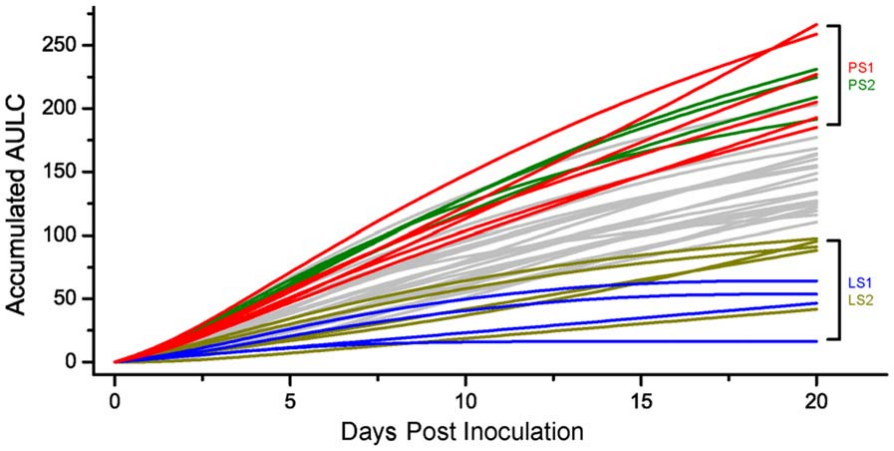
Area under the log curve (AULC) defines extremes for *Salmonella* shedding phenotypes. The line graph illustrates the AULC accumulated over time for each animal. At each time point, the AULC accumulated up to that time point for each animal was plotted; i.e., the values shown at day 7 represent the AULC from day 0 to day 7; the total AULC shown at day 20 (AULC accumulated from day 0 to day 20) is the phenotype used for shedding class distinction. Groups of pigs representing the two extremes for AULC at day 20 dpi, were thus selected for microarray analysis (LS1 and PS1) and qPCR (LS2 and PS2). Animals in the LS1 group are in blue; PS1 animals are in red, while LS2 animals and PS2 animals are shown in yellow green and green, respectively. Data for the non-selected animals are shown in gray.

The AULC profile for *Salmonella* cfu revealed various types of *Salmonella* shedders (Figure 1 and Supplemental Table S1). For example, some pigs maintained high levels of shedding from 7 dpi to 14 dpi, gradually decreasing shedding from 14 dpi to 20 dpi and often becoming undetectable. Other pigs had high levels of *Salmonella* shedding early, which thereafter quickly decreased to low levels. We also observed pigs for which quantitative levels of *Salmonella* were only observed at 2 dpi, as well as pigs that were only qualitatively positive for *Salmonella* (Supplemental Table S1). Interestingly, from 7 dpi on, the shedding counts of several animals with low shedding levels quickly dropped close to the detection limit of 25 bacteria per gram of fecal material. However, for some animals with high initial shedding levels, significant shedding continued to 14 dpi, with some pigs even moderately increasing their shedding count during this period. These observations indicate the shedding phenotype for the LS and PS animals was manifest prior to 7 dpi. We therefore chose to compare gene expression differences at the earliest time point post inoculation, 2 dpi, between LS and PS pigs and relative to un-inoculated pigs.

The pigs were ranked by total AULC over the 20 days of challenge. Six persistent shedders (PS1) and 4 low shedders (LS1), whose ST shedding count was very high or very low, respectively, were selected for the analysis of their peripheral blood transcriptome (Figure 1 and Supplemental Table S1). Wherever possible, we selected extreme animals that had an opposite extreme littermate, to minimize genetic variation uncorrelated with shedding phenotype. Another two separate groups of pigs, designated LS2 and PS2, were selected as well for the purpose of validation of the transcriptomic results (Figure 1 and Supplementary Table S1).

### Induced large-scale gene expression changes in peripheral blood following inoculation with ST

A goal of this research is to identify porcine gene expression differences that occur early during the infection that can influence the persistence and subsequent shedding of *Salmonella* in swine. Our previous investigations have demonstrated that the peak of both clinical symptoms (fever, diarrhea, decreased appetite) as well as *Salmonella* shedding occurs at 2 days post-inoculation. Thus, the peripheral blood RNA expression data for each of the 10 extreme animals (four LS1 and six PS1) at day 0 and day 2 post-inoculation were profiled and the resulting data analyzed as described in the Methods. 

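The deposited arrays are 20, 1 before and 1 at 2 days after inoculation from each of 4 LS1 and 6 PS1 pigs. Their log2 values were tested for 24037 probe sets with limma 3.58.1, in a model of class, day and their interaction with the pig as a block. Below, a transcript is called when its adjusted p was below 0.05 and its fold change was above 1.5 or below 0.667, and an interaction is called on its adjusted p alone. A model that gives each pig its own level, named the fixed-pig model, is printed beside some of the LS1 results that it changes. Log2 changes are day 2 minus day 0 averaged over pigs, or PS1 minus LS1, with the standard error in brackets. Gene lists were tested with camera at an inter-gene correlation of 0.01, and again with the correlation estimated from the data. These tests, thresholds and most alternatives were set before the data were examined. The fold limits on the interaction, a looser threshold for the mixed model, the shared counts under the fixed-pig model or quantile normalisation, and the scaling alternatives for gene lists were added afterwards.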

False discovery rate (FDR) was controlled initially at 10% (q<0.1), but was reduced to 0.05% for pathway analyses after Q-PCR confirmation (see later section). The numbers of differentially expressed transcripts (probesets) for each comparison, and the numbers of transcripts that overlap among comparisons, as defined by q<0.1 and a fold change of>1.5 or <0.66 (comparing LS1 2 dpi versus 0 dpi, PS1 2 dpi versus 0 dpi, or PS1 versus LS1 at 2 dpi), are shown in Figure 2A; numbers of differentially expressed genes using a q<0.05 criterion are shown in Figure 2B. Complete data on differential expression is shown in Supplemental Table S2. Figure 2A also shows a total of 3,297 transcripts were statistically significant for tests of shedding status-by-time interaction effects. In addition, we also measured gene expression levels at day 20 for LS1 and PS1 animals. 

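The change after inoculation differed between the classes for 10612 of 24037 probe sets (44.1%). Of these shedding-by-time interaction probe sets 4025 (37.9%) had the more positive change in PS1 pigs. Most of these differences were small, and 4244 exceeded 1.5-fold, of which 67.4% were more positive in PS1 pigs. Unadjusted p was below 0.05 for 12969 probe sets. The test compares each pig with itself, and without the pig block the count was 49. The median interaction over all probe sets was -0.116 on the log2 scale, so the scaling of the arrays sets the direction of weak differences. After equal array medians were imposed, 8253 probe sets were called, 58.1% of them more positive in PS1 pigs. After quantile normalisation the count was 7241 (40.3% more positive in PS1 pigs), and without LS1 pig 143 it was 6704.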

Permutation tests and traditional t-tests were used to search for expression differences between persistent shedders and low shedders (data not shown). No differentially expressed genes were identified when controlling the false discovery rate at reasonable levels (the smallest q-values were above 35%). Thus all further analyses focused on the responses at day 2.

**Figure 2:**
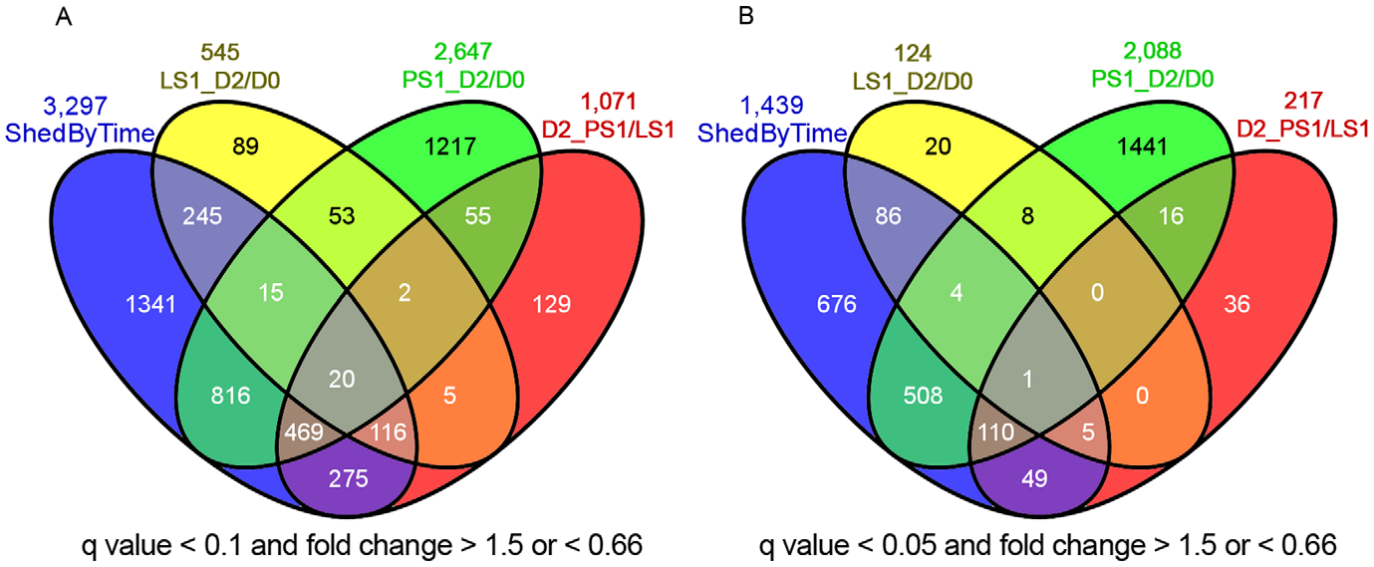
Summary of differentially expressed transcripts responding to inoculation (d2/d0), differential expression between the two shedding classes at 2 dpi (PS1/PS2), or expression showing shedding class by time interaction (Shed By Time). These genes were identified using the linear mixed model, and the false discovery rate was controlled at q less than 0.1 (Fig. 2A) or less than 0.05 (Fig. 2B), with the fold change between treatments required to be higher than 1.5 or less than 0.66 (comparing LS1 2 dpi versus 0 dpi, PS1 2 dpi versus 0 dpi, or PS1 versus LS1 at 2 dpi).

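Inoculation changed the blood transcriptome of the 6 PS1 pigs mainly upward. In PS1 pigs 1823 of 24037 probe sets (7.58%) were called at 2 dpi, 1625 higher (89.1%) and 198 lower. The share of higher PS1 D2/D0 changed probe sets depended on scaling, and quantile normalisation gave 1678 called, 72.2% of them higher. On adjusted p alone 10283 probe sets passed, 3866 higher and 6417 lower, so many of the changes below 1.5-fold were decreases. At adjusted p below 0.1 with the same fold limit, 1829 were called.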

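In the 4 LS1 pigs limma called 0 probe sets at adjusted p below 0.05, where the smallest adjusted p was 0.054. Unadjusted p was below 0.05 for 6179 probe sets against 1202 expected with no change, a count whose spread between correlated probe sets was not tested. At adjusted p below 0.1, 776 were called, 71 higher and 705 lower. The fixed-pig model gave 868 LS1 D2/D0 changed probe sets at adjusted p below 0.05, 57 higher and 811 lower, and the mixed model gave 673. The block model shares its variance between the classes, and it called 548 in LS1 pigs without PS1 pig 134 and 14 without LS1 pig 140.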

Direct comparison before and after ST inoculation identified 545 transcripts that were differentially expressed in LS1 animals after ST inoculation and 2,647 transcripts differentially expressed in PS1 animals after ST inoculation. We also observed 1,071 transcripts differentially expressed between LS1 and PS1 animals at 2 dpi. 

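At 2 dpi 1359 probe sets (5.65%) were called between the classes, 1242 higher (91.4%) and 117 lower in PS1 pigs. On adjusted p alone 2521 passed, and 1884 were called at adjusted p below 0.1. The values of the 2 classes did not overlap for 1646 probe sets (6.85%, against 0.952% by chance), of which 435 were called. The number of D2 PS1/LS1 changed probe sets depended on single animals: 0 without LS1 pig 140, 125 without LS1 pig 101, 312 without PS1 pig 108, 344 without PS1 pig 115, 238 without PS1 pig 142 and 2246 without PS1 pig 118. The mixed model called 0 and the 10 day-2 arrays fitted alone gave 798. Litter mates are found in both classes, and with litter in the model 1688 were called, 1518 higher and 170 lower.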

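Before inoculation the blood of the classes was not separable with these 10 arrays. At day 0 limma called 0 probe sets, the mixed model called 0, unadjusted p was below 0.05 for 1488, and the smallest adjusted p was 0.67. Without overlap were 161 probe sets (0.67%), fewer than chance gives.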

Full lists of differentially expressed transcripts are available in Supplemental Table S3. Because changes in specific cell populations could account for these microarray results, rather than changes in cell-specific steady-state RNA levels, we tested for the correlation of cell type numbers (a standard complete blood count data including lymphocyte, monocyte, neutrophil, eosinophil, and basophil counts) with the gene expression differences. The expression of very few transcripts were correlated with cell type numbers, indicating that the gene expression differences detected by the microarray cannot be explained by changes in numbers of major cell types (Supplemental Table S4).

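Cell counts were not analysed here, but genes expressed mainly by 1 blood cell type were followed as lists. Monocyte genes, among them the haemoglobin scavenger receptor CD163 (log2 2.87) and the lectin FCN1 (1.95), rose by a mean of 1.02 (SD 0.22) in 6 of 6 PS1 pigs. Their mean in LS1 pigs was 0.38 (SD 0.26), and the class difference had an exact p of 0.0095 (0.024 adjusted). In PS1 pigs 6 of 12 were called (6 adjusted over the list alone), camera adjusted p was 0.00036, and adjusted p = 0.29 with an estimated correlation. In LS1 pigs camera adjusted p was 0.0059 (adjusted p = 0.54 with an estimated correlation), and 1 member was called over the list alone. The fixed-pig model called 2, among them CD163 (adjusted p 0.027). T cell genes had a mean of -0.34 (SD 0.34) in PS1 and -0.26 (SD 0.13) in LS1 pigs, with no class difference (exact p 0.63). Of the 16 T cell genes 0 were called in PS1 pigs and 7 were called lower after quantile normalisation; camera adjusted p was 0.002, and adjusted p = 0.4 with an estimated correlation.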

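Lists of B and plasma cells, natural killer cells, platelets, eosinophils and basophils, and dendritic cells did not pass camera in PS1 or LS1 pigs. B and plasma cell genes had a mean of -0.18 (SD 0.20) in PS1 and -0.30 (SD 0.22) in LS1 pigs, with 0 of 7 called and camera adjusted p 0.26 and 0.083. In LS1 pigs the immunoglobulin joining chain gene JCHAIN had log2 -1.18 and passed in the fixed-pig model (adjusted p 0.00095). Natural killer genes averaged -0.08 (SD 0.75) and -0.27 (SD 0.23), with 0 of 7 called and camera adjusted p 0.3 and 0.52. Platelet genes averaged 0.10 (SD 0.17) and 0.10 (SD 0.13), their median in PS1 pigs was -0.12, 2 of 18 were called and camera adjusted p was 0.55 and 0.083. Eosinophil and basophil genes (0.03 and 0.00; 0 of 4 called; camera adjusted p 0.88 and 0.95) and dendritic cell genes (-0.07 and 0.08; 0 of 4 called; 0.65 and 0.52) were near 0. With an estimated correlation, adjusted p in PS1 pigs was 0.57, 0.71, 0.72, 0.89 and 0.71 in that order.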

To initially characterize the effect of ST inoculation on canonical immune pathways such as those involved in T cell-mediated immune responses, inflammation, apoptosis, and antigen processing and presentation, we examined expression data for genes that are representative of these pathways [40]. We previously reported an increase in serum IFN-γ protein by 24–48 hours post inoculation [31]. 

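Genes that respond to IFN-γ were mostly higher in PS1 blood at 2 dpi than at day 0. The inflammatory caspase gene CASP4, which encodes a sensor of bacterial lipopolysaccharide, rose by log2 2.85 (0.35) from a mean of 7.93 to 10.78 (7.22-fold, adjusted p 7.5e-06). The cytokine gene IL18 rose by 2.92 (0.42, adjusted p 3.8e-05), WARS by 1.41 (0.25; 0.00026), IRF1 by 1.28 (0.20; 7.3e-05) and IRF7 by 1.29 (0.22; 0.00021), each in every PS1 pig. IRF2 rose by 0.85 (0.16; 0.00044) but was not called after quantile normalisation (0.43), and 2 dimmer IRF2 probe sets were not called (0.398 and -0.465). OAS1 was 0.71 (0.61; 0.36), and the probe set named CD14 in the paper's tables was 0.34 (0.09; 0.0054), below the fold limit. Another probe set, annotated as CD14, rose by 2.19. Its interaction was called (1.27, adjusted p 0.04), but not after quantile normalisation (0.94). It was also not called without PS1 pig 105, 108, 115 or 142 or LS1 pig 140 or 143. A 3rd CD14 probe set went the other way (-0.435, adjusted p 0.0047), inside the fold limit, with a called interaction (-0.64, adjusted p 0.0091). The response was larger in PS1 than in LS1 pigs for CASP4 (interaction 2.36, adjusted p 0.0046), and for IRF1 (1.18, 0.0074) except after quantile normalisation.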

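Across the 9 measured genes that the paper names as IFN-γ responders, the mean was 1.19 (SD 0.29) in PS1 and 0.35 (SD 0.59) in LS1 pigs (exact p for the class difference 0.014, 0.029 adjusted). In PS1 pigs 6 of the 9 were called (4 after quantile normalisation), with camera adjusted p 0.00032 and adjusted p = 0.29 with an estimated correlation. The study chose these genes, so the list is not independent evidence. A list of 23 measured interferon-stimulated genes chosen from general knowledge had 15 called higher and 0 lower in PS1 pigs (16 higher adjusted over the list alone). For every other list, adjusting over the list alone left the number of PS1 calls as it was. It included the antiviral genes ISG20 (2.83), MX1 (1.70) and ISG15 (1.47). Its mean was 0.90 (SD 0.63) in PS1 and 0.00 (SD 0.46) in LS1 pigs, an exact p of 0.052 (0.083 adjusted). The interaction was called for 14 members, all more positive in PS1 pigs (5 after quantile normalisation). Part of this came from the start, where the PS1 to LS1 difference was -0.40 (exact p 0.26). At 2 dpi it was 0.50 (exact p 0.033, 0.13 adjusted), and 1 of 23 was called between the classes. By camera the adjusted p was 1e-04 in PS1 and 0.91 in LS1 pigs, and adjusted p = 0.42 and 0.97 with an estimated correlation.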

IFN-γ-mediated activation of the cell-mediated immune response, often associated with a Th1 response, following ST inoculation was verified by observing significant increases in the RNA levels for several genes responding to IFN-γ stimulation [41], including CASP4, CD14, IL18, IRF1, IRF2, IRF7, STAT1, STAT3, OAS1, TNF, and WARS (Supplemental Table S2). Notably, IL12B-specificmRNA was not significantly affected by inoculation (IL12A is not on the Genechip), although the direction of response was opposite in LS1 versus PS1 pigs, and was close to significance for shed-by-time interaction (p<0.11; q<0.15). 

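IL12B encodes the shared subunit of IL-12 and IL-23. Its log2 change was -0.32 (0.10) in PS1 pigs (adjusted p 0.014), smaller than the fold limit, and 0.16 (0.12) in LS1 pigs (adjusted p 0.41). The difference between these responses was -0.48 (0.15) with an adjusted p of 0.02. It was not called after quantile normalisation (-0.35), after equal medians (-0.37), or without LS1 pig 101 or 143. Its mean level lay at percentile 38 of the array.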

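The cytokine transcripts that oppose or accompany a Th1 response changed little in PS1 blood at 2 dpi. Log2 changes were -0.35 (0.08) for IL6 (adjusted p 0.0023), -0.24 (0.09) for IL4 (0.038), -0.06 for IL5 (0.62) and 0.08 (0.10) for IL10 (0.51), all inside the fold limit. IL6 was lower in 6 of 6 PS1 pigs, and its change differed from that in LS1 pigs (interaction -0.50, limma adjusted p 0.0064). Over the 11 measured T helper cytokine genes the mean was -0.16 (SD 0.08) in PS1, where all 6 pigs had a negative mean, and 0.03 (SD 0.07) in LS1 pigs. That class difference had an exact p of 0.0095 (0.024 adjusted). Equal array medians moved the median of the list from -0.13 to -0.04 in PS1 pigs, and that of the interaction from -0.13 to -0.02. Quantile normalisation left them at -0.11 and -0.14. The interaction was called for 4 members, all more negative in PS1 pigs (3 after quantile normalisation). Of the 11, 0 were called (0 adjusted over the list alone), camera adjusted p was 0.094 in PS1 and 0.56 in LS1 pigs, and adjusted p = 0.39 and 0.79 with an estimated correlation.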

A classical cell-mediated activation response detected in the peripheral blood mRNA data was further demonstrated by decreases in expression levels for IL4, IL5, IL6, and IL10mRNA (Supplemental Table S2).

mRNA levels for innate/inflammatory marker genes such as SLC11A1 and TLR4 were strongly increased following ST inoculation, although IL6 and IL8 RNA levels were not affected significantly. 

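SLC11A1, which encodes a phagosomal metal transporter that limits growth of intracellular *Salmonella*, rose by log2 3.38 (0.28) in PS1 pigs (10.4-fold, adjusted p 2.9e-07), in every animal. Its change in LS1 pigs was 1.12 (0.34), with adjusted p 0.079 in the block model and 0.032 in the fixed-pig model. The PS1 response was the larger (interaction 2.26, adjusted p 0.0021). TLR4 rose in PS1 pigs by 1.52 (0.24; 2.87-fold, adjusted p 9.7e-05) on the probe set used by the paper. On 2 other TLR4 probe sets it rose by 2.50 and 2.45, and there the interaction was called (1.35, adjusted p 0.03, and 1.57, adjusted p 0.016). The former was not called after quantile normalisation (1.08), and neither was called without LS1 pig 101 or 140. The former was also not called without PS1 pig 115, 134 or 142 or LS1 pig 143. The remaining TLR4 probe sets had no called interaction (0.634, adjusted p 0.09, and -0.183, adjusted p 0.31). For the probe set used by the paper the LS1 value was 0.92 (adjusted p 0.084), and the interaction was not called (0.60, adjusted p 0.2). IL8 was -0.03 (0.06, adjusted p 0.68) at percentile 4 of the array signal.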

Apoptosis pathways genes such as TGM1, CASP7, CASP8 (as well as CASP4 mentioned above) were significantly increased. 

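CASP8, an initiator caspase gene of the death-receptor route, had a log2 change of 0.38 (0.14) in PS1 pigs (1.3-fold, adjusted p 0.038), below the fold limit.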

Genes involved in antigen processing were up-regulated, including TAP1 and many genes encoding proteasome subunits such asPSMA1 through PSMA6, PSMB1 through PSMB10, as well as several PSMC and PSMD family members. 

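TAP1, which carries peptides into the endoplasmic reticulum for MHC class I, rose by log2 1.09 (0.21) in PS1 pigs (2.13-fold, adjusted p 0.0005), in each of the 6, on the brightest of 3 TAP1 probe sets. The other two were not called. The 11 measured MHC class I processing genes averaged 0.62 (SD 0.38) in PS1 and -0.06 (SD 0.15) in LS1 pigs (exact p for the class difference 0.0095, 0.024 adjusted). In PS1 pigs 7 rose and 1, CALR, fell by 0.60 (7 and 1 adjusted over the list alone). CALR was not called without PS1 pig 115, 134 or 142. For this list camera gave adjusted p 0.0051 in PS1 and 0.74 in LS1 pigs, and adjusted p = 0.4 and 0.93 with an estimated correlation.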

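Proteasome subunit genes, whose products cut proteins into peptides, had mean changes of opposite sign in the 2 classes. Their mean was 0.51 (SD 0.26) in PS1 pigs, positive in 6 of 6, and -0.22 (SD 0.13) in LS1 pigs, positive in 0 of 4 (exact p 0.0048, 0.024 adjusted). Of 37 measured subunits, 18 rose and 1, PSME4, fell by 0.72 in PS1 pigs (18 and 1 adjusted over the list alone). The largest rises were the immunoproteasome subunit gene PSMB10 (1.13) and PSMB4 (1.05). These calls depended on scaling, and after quantile normalisation 2 were higher and 2 lower. With camera, adjusted p was 1.3e-07 in PS1 and 0.0025 in LS1 pigs, and adjusted p = 0.39 and 0.61 with an estimated correlation. In LS1 pigs 0 were called in the block model and 4 were lower in the fixed-pig model, PSMC6 most (-0.97, adjusted p 0.0037). The interaction was called for 29 subunits, all more positive in PS1 pigs (15 higher and 2 lower after quantile normalisation), and at 2 dpi PS1 pigs were higher by a mean of 0.50 (exact p 0.019, 0.12 adjusted).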

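Transcripts of the co-stimulatory molecules changed by less than 1.5-fold in PS1 pigs at 2 dpi. CD86 had a log2 change of 0.41 (0.13; 1.33-fold, adjusted p 0.016), CD40 0.28 (adjusted p 0.088) and CD80 -0.02 (adjusted p 0.9). Among 13 measured MHC class II presentation genes, 3 rose in PS1 pigs (3 adjusted over the list alone): the protease genes CTSS and LGMN (1.13) and the reductase gene IFI30 (0.59). IFI30 was not called after quantile normalisation or without PS1 pig 105, 115 or 134. The list mean was 0.28 (SD 0.25) in PS1 and 0.06 (SD 0.18) in LS1 pigs (exact p 0.18), and its median in PS1 pigs, 0.12, became -0.25 after quantile normalisation. As a list they had camera adjusted p 0.21 in PS1 and 0.52 in LS1 pigs, and adjusted p = 0.65 and 0.85 with an estimated correlation.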

For genes in the antigen presentation pathway, we noted that CD86 was significantly up-regulated by ST inoculation, although CD40 and CD80 were not (Supplemental Table S2). We further noted that in many of the genes mentioned above, the differential expression was observed in the PS1 but not the LS1 animals (see Supplemental Table S3 and further discussion below).

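Of the 125 probe sets followed by name here, most of them of genes that the paper names, 92 had a called interaction. Among all probe sets the share was 44.1%. The paper chose its genes from the same arrays, and the others were picked here from these arrays too. The share is therefore raised by selection and is not independent evidence.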

After inoculation with ST, the transcription level of more than 100 genes changed over five-fold in the PS animals (Table 1 shows the 30 genes with highest fold change; the full list is available in Supplemental Table S3). Interestingly, most of those transcripts (90%) were up-regulated. 

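In PS1 pigs 53 probe sets were called with more than 5-fold change at 2 dpi, and all 53 were higher (100%). Above 2-fold there were 575, of which 547 were higher.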

As expected, the transcripts with the largest fold change in response to ST inoculation included numerous genes that are directly connected to known immune and inflammatory responses. These include the lipopolysaccharide (LPS) receptor toll-like receptor 4 (TLR4), the S100 proteins S100A9 and S100A12 and the interleukin receptor accessory protein IL1RAP (shown in Table 1); other known immune inflammatory genes with slightly lower responses, including the arachidonate 5-lipoxygenase-activating protein ALOX5AP, the chemokine receptor CCR1, the transcription factors CEBPB and IRF7 [42], are provided in Supplementary Table S3. In addition, several genes not classically associated with immune inflammation processes were found in these highly affected genes. These include BATF3, which encodes a leucine zipper protein that functions as a transcriptional repressor, and RETN, which encodes resistin, a serum adipokine that is elevated by sepsis [43] (Table 1).

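Inflammatory receptor and lipid-mediator genes were among the largest increases. IL1RAP, which encodes the co-receptor of interleukin 1, rose by log2 4.22 (0.39) in PS1 pigs (18.7-fold, adjusted p 4.9e-07). ALOX5AP, needed for leukotriene synthesis, rose by 2.94 (0.26; 7.67-fold, 3.7e-07), and the chemokine receptor gene CCR1 by 2.56 (0.27; 5.87-fold, 1.9e-06). Each rose in all 6 PS1 pigs, though a dimmer CCR1 probe set was not called (-0.126). The response exceeded that of LS1 pigs for IL1RAP (interaction 2.70, adjusted p 0.004) and ALOX5AP (1.85, 0.0035). In LS1 pigs ALOX5AP changed by 1.09, with adjusted p 0.027 in the fixed-pig model.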

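The probe set that the paper names BATF3 rose by log2 2.84 (0.30) in PS1 pigs (7.14-fold). The platform annotation gives this probe set to NSL1, so the transcript behind it is uncertain. RETN, which encodes resistin, a hormone made by neutrophils and monocytes, rose by 4.60 (0.36; 24.2-fold, adjusted p 1.4e-07) in every PS1 pig. The RETN response was larger than in LS1 pigs (interaction 3.31, adjusted p 0.0016).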

**Table 1:** Top 30 differentially expressed transcripts in PS animals with highest fold change after ST treatment (2 dpi/0 dpi), q value<0.1*.

Probeset	q Value	Fold Change	Change Direction	Gene Symbol	Similarity to RefSeq shown	Gene Description
Ssc.16234.1.S1_at	0.001	246.61	Up	TCN1	NM_001062	Transcobalamin I
Ssc.18927.1.S1_at	0.001	103.02	Up	MS4A8B	NM_031457	Membrane-spanning 4-domains subfamily A member 8B
Ssc.23801.1.S1_at	0.001	74.06	Up	RETN	NM_020415	Resistin
Ssc.12431.1.A1_at	0.002	36.06	Up	MMP8	NM_002424	Matrix metallopeptidase 8
Ssc.2381.1.A1_at	0.003	25.82	Up	S100A9	NM_002965	S100 calcium binding protein A9
Ssc.14444.3.A1_a_at	0.001	25.19	Up	ARG2	NM_001172	Arginase type II
Ssc.646.1.S1_at	0.000	19.75	Up	CSTA	NM_005213	Cystatin A
Ssc.27433.1.S1_at	0.000	18.13	Up	TGM1	NM_000359	Transglutaminase 1
Ssc.12781.1.A1_s_at	0.005	16.63	Up	TLR4	NM_138554	Toll-like receptor 4
Ssc.7864.1.A1_at	0.000	15.94	Up	IL1RAP	NM_002182	Interleukin 1 receptor accessory protein
Ssc.3556.1.A1_at	0.001	15.78	Up	-	XM_001714592	Hypothetical protein LOC100133846
Ssc.24194.1.S1_a_at	0.000	14.69	Up	TCEA3	NM_003196	Transcription elongation factor A
Ssc.3706.1.S2_at	0.000	14.52	Up	SOD2	NM_001024465	Superoxide dismutase 2 mitochondrial
Ssc.22354.1.A1_at	0.001	14.07	Up	BATF3	NM_018664	Basic leucine zipper transcription factor
Ssc.13769.1.S1_at	0.002	13.82	Up	-	XM_001127175	Hypothetical LOC728320
Ssc.3012.1.S1_at	0.004	13.32	Up	UPP1	NM_181597	Uridine phosphorylase 1
Ssc.17283.2.S1_at	0.012	12.09	Up	-	NM_001038000	FKBP1A-like
Ssc.15379.1.S1_at	0.000	11.82	Up	DGAT2	NM_032564	Diacylglycerol O-acyltransferase homolog 2
Ssc.14533.1.S1_at	0.002	11.66	Up	-	NM_002910	Renin binding protein
Ssc.998.1.A1_at	0.001	10.71	Up	FAM129A	NM_052966	Family with sequence similarity 129 member A (FAM129A)
Ssc.30887.1.S1_at	0.017	10.58	Up	TNFAIP6	NM_007115	Tumor necrosis factor alpha-induced protein 6
Ssc.1137.1.S1_at	0.003	10.57	Up	CASZ1	NM_001079843	Castor zinc finger 1
Ssc.2697.1.S1_at	0.002	10.53	Up	TCEA3	NM_003196	Transcription elongation factor A
Ssc.5053.1.S1_at	0.001	9.33	Up	CD163	NM_203416	CD163 molecule
Ssc.25255.1.S1_at	0.001	9.04	Up	ASRGL1	NM_001083926	Asparaginase like 1
Ssc.7839.1.A1_at	0.018	9.02	Up	EPB41L3	NM_012307	Erythrocyte membrane protein band 4.1-like 3
Ssc.9117.1.S1_at	0.002	9.01	Up	S100A12	NM_005621	S100 calcium binding protein A12
Ssc.15890.1.S1_at	0.002	12.50	Down	VNN1	NM_004666	Vanin 1
Ssc.6943.1.A1_at	0.027	9.09	Down	ANGPT1	NM_001146	Angiopoietin 1
Ssc.19586.1.S1_at	0.002	9.09	Down	C1orf210	NM_182517	Chromosome 1 open reading frame 210

*For multiple probesets that had the same annotation, the probeset with highest estimated expression level was retained.

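Granule genes of neutrophils gave some of the strongest responses in PS1 pigs at 2 dpi. TCN1, which encodes a vitamin B12-binding protein, rose by log2 4.73 (0.42; 26.5-fold, adjusted p 3.7e-07), and the collagenase gene MMP8 by 4.00 (0.43; 16-fold, 2.2e-06). Both rose in all 6 animals. For both, the response exceeded that in LS1 pigs (interaction 3.13, adjusted p 0.003, and 3.17, 0.0031). In LS1 pigs TCN1 changed by 1.60 (adjusted p 0.088) and MMP8 by 0.83 (0.32).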

Two of the four top-ranked transcripts, which are annotated as TCN1 and MMP8, encode proteins that are major constituents of secondary granules in neutrophils [44], [45], were up regulated 246- and 36-fold, respectively. Level of TCN1 RNA has been reported as very low in blood from healthy humans (http://biogps.org/#goto=genereport&id=6947), and our results indicate expression is high only after innate immune responses are initiated. Such regulation of TCN1 is supported by a report showing induction of TCN1 RNA in the intestinal epithelium of cholera patients compared to healthy controls [42]. 

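S100A8 and S100A9 form calprotectin, the main cytosolic protein of neutrophils, which withholds zinc and manganese from bacteria. S100A9 rose by log2 5.32 (0.53) in PS1 pigs (39.8-fold, adjusted p 1.1e-06), and S100A12 by 2.49 (0.27; 5.61-fold, 2.3e-06). Every PS1 pig showed both increases. Their responses were larger than in LS1 pigs, by 3.34 (adjusted p 0.0057) and 1.90 (0.0037). The day-2 mean of S100A9 in PS1 pigs was 14.78, close to 15.78, the highest value on any array.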

The transcripts for S100A9 and S100A12 were up-regulated 25.8- and 9-fold, respectively. Alteration of the expression of these two S100 protein genes has been reported to be associated with neutrophil functions and the onset of disease [46]. Thus multiple high-ranked (significant and high fold change) differentially expressed genes were associated with neutrophils, indicating that neutrophils play an important role in the PS responses to ST inoculation. 

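Genes of mature neutrophils rose by a mean log2 of 1.90 (SD 0.30) in 6 of 6 PS1 pigs and averaged 0.55 (SD 0.63) in LS1 pigs, positive in 3 of 4. The exact p of this class difference was 0.0048 (0.024 adjusted). In PS1 pigs 9 of 10 measured members were called (9 adjusted over the list alone), among them the receptor gene TREM1 (2.36), the oxidase gene NCF1 (1.81) and S100A8 (2.14). The list had camera adjusted p 5.8e-07 in PS1 pigs, and adjusted p = 0.29 with an estimated correlation. In LS1 pigs camera adjusted p was 0.016 (adjusted p = 0.6 with an estimated correlation) and 0.27 without pig 106. The authors infer a role of neutrophils in the PS response from several high-ranked genes, and they exclude changed cell numbers from blood counts. The arrays measure each transcript as a share of the RNA of mixed blood and cannot separate more neutrophils from more RNA per neutrophil.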

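Secondary and tertiary granule genes, made before neutrophils leave the marrow, averaged 1.25 (SD 0.31) in PS1 and 0.40 (SD 0.38) in LS1 pigs (exact p 0.014, 0.029 adjusted). Of 13 measured, 6 rose in PS1 pigs (6 adjusted over the list alone), including lactoferrin, LTF (3.92), and CHI3L1 (1.64), but 5 of the 13 were below 0 and the PS1 median was 0.14 (0.07 after quantile normalisation). The probe set that the paper names CAMP, another secondary granule gene, is annotated as NPG4 and so is not among the 13, and it fell by 0.69 (0.21, adjusted p 0.013) in 6 of 6 PS1 pigs, except without pig 134. Camera adjusted p was 0.046 in PS1 pigs (adjusted p = 0.4 with an estimated correlation), 0.053 without LS1 pig 143 and 0.079 after equal medians. In LS1 pigs camera adjusted p was 0.042 (0.27 without pig 106, and adjusted p = 0.6 with an estimated correlation). There 3 members were called over the list alone and 4 in the fixed-pig model. Of 4 measured primary granule genes, made earlier still, only the proteoglycan gene SRGN rose (1.13). Their mean was 0.14 (SD 0.14) in PS1 and 0.09 (SD 0.14) in LS1 pigs, the PS1 median was -0.11, camera adjusted p was 0.86 and 0.46, and adjusted p = 0.87 and 0.6 with an estimated correlation.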

The non-significant correlation of the neutrophil counts with the gene expression differences indicated that the demonstrated increase in specific transcripts for these genes was not caused by higher numbers of circulating neutrophils but by increased gene expression in the blood.

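With the weaker limit of adjusted p below 0.1, 4 probe sets changed more than 3-fold in LS1 pigs at 2 dpi and all 4 were higher. In PS1 pigs the same limits gave 164, of which 161 were higher.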

Compared with the PS1 animals, the transcriptomic responses of LS1 animals were significantly less dramatic; only 12 genes show |fold change|>3 and q<0.1 (Table 2 shows the genes with |fold change|>3; the full list is available in Supplemental Table S3). For all 124 differentially expressed genes (q<0.1), 13 were also differentially expressed in PS1animals. Interestingly, four of these genes were changed in the opposite direction between LS1 and PS1 groups. 

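TGM1 encodes a transglutaminase known from the cornified skin barrier. In LS1 pigs it was higher at 2 dpi by log2 2.35 (0.40; 5.11-fold), in 4 of 4 animals, with a limma adjusted p of 0.054. The fixed-pig model called it (adjusted p 0.0038), as did the mixed model and the block model without LS1 pig 140. In PS1 pigs it rose by 3.86 (0.33; 14.5-fold, adjusted p 3e-07). The triglyceride synthesis gene DGAT2 was 1.92 (0.37) in LS1 pigs, with adjusted p 0.069 in the block model and 0.0076 in the fixed-pig model.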

The gene up-regulated most dramatically, TGM1, has been reported to be significantly induced by SC, ST, and *Haemophilus parasuis* [26], [40], [47], [48]. Other top-ranked differentially expressed genes in the LS1 pigs such as KRTAP11-1, TAF1B and BTBD10, have not been associated with *Salmonella* infection previously.

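None of these 3 genes was called in LS1 pigs. Log2 changes were 0.28 (0.10) for the hair keratin-associated gene KRTAP11-1 (adjusted p 0.11, and 0.1 in the fixed-pig model), 0.13 for TAF1B (0.3) and -0.29 (0.14) for BTBD10 (0.2). KRTAP11-1 moved the other way in PS1 pigs (-0.34), and its response differed between the classes (interaction -0.63, adjusted p 0.0029). TAF1B and BTBD10 lay at percentiles 28 and 26 of the array signal. Their interactions were also called (-0.307, adjusted p 0.025, and 0.487, adjusted p 0.042).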

**Table 2:** Top ranked differentially expressed transcripts in LS after ST treatment (2 dpi/0 dpi), q value<0.1, | fold change |>3.0*.

Probeset	q Value	Fold Change	Change Direction	Gene Symbol	Similarity to RefSeq shown	Gene description
Ssc.27433.1.S1_at	0.050	6.51	Up	TGM1	NM_000359	Transglutaminase 1
Ssc.2131.1.S1_at	0.048	6.15	Up	TMTC1	NM_175861	Transmembrane and tetratricopeptide repeat containing 1
Ssc.15379.1.S1_at	0.049	5.53	Up	DGAT2	NM_032564	Diacylglycerol O-acyltransferase homolog 2
Ssc.18987.2.A1_at	0.039	4.30	Up	GPN2	NM_001031770	Bos taurus GPN-loop GTPase 2
Ssc.25697.1.S1_at	0.046	3.83	Up	KRTAP11-1	NM_175858	Keratin associated protein 11-1
Ssc.22089.2.S1_at	0.049	3.78	Up	TAF1B	NM_005680	TATA box binding protein (TBP)-associated factor
Ssc.2798.1.S1_at	0.031	3.02	Up	SYP	NM_003179	Synaptophysin (SYP)
Ssc.420.4.S1_a_at	0.038	3.23	Down	CAMP	NM_004345	Cathelicidin antimicrobial peptide
Ssc.30090.1.A1_at	0.046	4.35	Down	GPN2	NM_001031770	GPN-loop GTPase 2
Ssc.26110.1.S1_at	0.049	5.56	Down	BTBD10	NM_032320	BTB (POZ) domain containing 10
Ssc.7361.1.A1_at	0.031	8.33	Down	-	-	-
Ssc.12131.1.A1_at	0.046	10.00	Down	-	-	-

*For multiple probesets that had the same annotation, the probeset with highest estimated expression level was retained.

The transcriptional response in the LS1 and PS1 animals is quite distinct; most of the genes in either LS1_D2/D0 or PS1_D2/D0 were not found in the differentially expressed list for the other class; only 13 genes were in common between these two sets of genes (Figure 2B). In addition, 217 genes were significantly differentially expressed between LS1 and PS1 pigs at day 2 after ST inoculation (Figure 2B). Of these, 127 were also differentially expressed in PS1 animals in response to infection (those genes found in both D2_PS1/LS1 and PS1_D2/D0, Figure 2B), and all of these were up regulated (higher in post-inoculation samples of PS1 animals). 

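At adjusted p below 0.05 the PS1 and LS1 responses shared 0 probe sets, because 0 were called in LS1 pigs in the block model. At adjusted p below 0.1 they shared 147, against 59 if the responses were independent (Fisher p 2.2e-25), and this was 18.9% of the LS1 set. The Fisher test takes probe sets as independent replicates, which they are not, and ignores direction. Its p is only a description. Of the 147, 67 were higher and 9 lower in both classes, and 71 were higher in PS1 but lower in LS1 pigs. With the fixed-pig model 151 were shared (66.1 if independent), 53 higher in both, 8 lower in both and 90 opposite. Without pig 134 the shared count at adjusted p below 0.05 was 59, and without pig 140 it was 14. The authors call the 2 responses distinct because few genes were found in both sets.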

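Between the PS1 response and the class difference at 2 dpi, 788 probe sets were shared, 58% of the latter, against 103 if independent. Of these 729 were higher in both comparisons and 59 lower in both. The number of probe sets called in both PS1 D2/D0 and D2 PS1/LS1 depended on single animals: 108 without LS1 pig 101, 0 without LS1 pig 140, 243 without PS1 pig 108, 254 without PS1 pig 115, 182 without PS1 pig 142 and 1255 without PS1 pig 118. The mixed model shared 0. Both comparisons use the same 6 PS1 arrays of day 2, which alone makes their changes correlate at r = 0.33 in simulations without effects, against r = 0.81 in the data. When different PS1 pigs were used for each, 3 and 3 over 20 splits, r was 0.73 at the median (0.55 to 0.85) and 91 probe sets were shared at the median (0 to 1233, independent median 9). The overlap is thus larger than shared arrays give, but its size is not settled by this number of pigs.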

Six of the 217D2_PS1/LS1 genes were also changed in the LS1 animals after ST inoculation (LS1_D2/D0) and five of them were up regulated. Of these six, only one is also differentially expressed in PS animals.

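The LS1 response and the class difference at 2 dpi shared 461 probe sets when both used adjusted p below 0.1, 24.5% of the class difference. Of these 417 were lower after inoculation in LS1 pigs and higher in PS1 than LS1 pigs at 2 dpi, and 43 were higher in both. The fixed-pig model for LS1 pigs at adjusted p below 0.05 gave 299 shared, 278 of them of that opposed kind and 20 higher in both. A decrease in LS1 pigs by itself raises the PS1 to LS1 ratio at 2 dpi, and both comparisons use the same LS1 arrays. That alone gives r = -0.41 between their changes in simulations without effects, against r = -0.55 in the data.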

Many genes were dramatically differentially expressed between the PS1 and LS1 phenotypic classes (Table 3 shows the genes with |fold change|>3, the full list is available in Supplemental Table S3). Such genes include the MS4A8B gene, which increased 103-fold in PS animals after ST treatment and was not significantly different in LS animals. It was reported that MS4A8B was significantly induced by *Haemophilus parasuis*, indicating its relationship with bacterial infections in pigs [47]. 

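The class difference at 2 dpi exceeded 2-fold for 432 called probe sets (414 higher in PS1 pigs) and 5-fold for 7. Among the largest were C15orf48, a gene of inflamed epithelium and myeloid cells, by log2 2.81 (0.56; 7.02-fold, adjusted p 0.012). The muscle troponin gene TNNI1 was lower in PS1 pigs by -1.99 (0.36; 0.252-fold, adjusted p 0.0098). For both, every PS1 value lay outside the LS1 range. None of the class differences at 2 dpi was called without LS1 pig 140. The calls were lost more than the sizes on the probe sets followed. A probe set that the paper's tables name GPN2 went from 1.73 to 1.58 without this pig (adjusted p 0.088). A KIF1B probe set went from 0.75 to 0.61 (adjusted p 0.16). With the mixed model each of these 2 had an adjusted p of 0.056.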

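MS4A8B encodes a membrane protein of the CD20 family. It rose by log2 5.74 (0.42) in PS1 pigs (53.4-fold, adjusted p 1.2e-07), the largest change among the named genes. In LS1 pigs its change was 1.54 (0.52), positive in 4 of 4, with a limma adjusted p of 0.093 (0.071 in the fixed-pig model). The response was larger in PS1 pigs (interaction 4.20 (0.67), adjusted p 0.0014). At 2 dpi PS1 exceeded LS1 pigs by 4.15 (0.63; 17.8-fold, adjusted p 0.0068), a call lost without LS1 pig 140.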

The CSTA, BTBD10, KIF1B, RARS2, and HPSE were expressed over 5 fold or higher in PS over LS animals. 

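CSTA encodes a stefin, an inhibitor of lysosomal cysteine proteases. At 2 dpi it was higher in PS1 than LS1 pigs by log2 3.34 (0.41; 10.1-fold, adjusted p 0.0022), with no overlap between the classes. It rose in PS1 pigs by 3.97 (0.28, adjusted p 9.4e-08), was 0.15 (adjusted p 0.79) in LS1 pigs, and the interaction was 3.82 (adjusted p 0.0006). HPSE, a heparan sulphate-cleaving enzyme gene, was higher in PS1 pigs by 0.67 (0.17; 1.59-fold, adjusted p 0.024) on the probe set in the paper's Table 3, while 3 other HPSE probe sets, all brighter, were not called (-0.21 to 0.51). Class differences were 0.54 (0.17; 0.05) for the motor protein gene KIF1B, 0.48 (0.18; 0.075) for BTBD10 and 0.12 (0.36) for RARS2. KIF1B was called after equal medians and without PS1 pig 105 or 118. Another KIF1B probe set was called (0.75, adjusted p 0.037), but not with the mixed model or without any 1 of 6 pigs. The CSTA call was lost without LS1 pig 140, and the HPSE call also without LS1 pig 101 or PS1 pig 108, 115 or 142.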

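CD55, which shields cells from complement, was higher in PS1 than LS1 pigs at 2 dpi by log2 1.66 (0.36; 3.16-fold, adjusted p 0.015). The call was lost without LS1 pig 101 or 140. It rose in PS1 pigs by 1.54, was -0.11 in LS1 pigs, and the responses differed (interaction 1.65, adjusted p 0.004).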

The CD55 gene, which encodes a protein involved in the disruption of the complement cascade, was 4.6 fold higher in PS over LS animals. 

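Transcripts lower in PS1 than LS1 pigs at 2 dpi differed by small amounts for 4 genes. PSP-II, a seminal plasma protein gene, had log2 -0.51 (0.14; 0.704-fold, adjusted p 0.032), SEPT8 -0.38 (adjusted p 0.058), C1orf210 -0.30 (0.058) and GPN2 -0.39 (0.051). All are inside the fold limit, and PSP-II was called without LS1 pig 143 (-0.60). The time course did differ between the classes for SEPT8 (interaction -0.70, adjusted p 0.002), PSP-II (-0.64, 0.0043) and C1orf210 (-0.40, 0.0077). Another probe set that the paper's tables name GPN2 was higher in PS1 pigs by 1.73 (0.32; 3.32-fold, adjusted p 0.012).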

The C1orf210, PSP-II, GPN2, and SEPT8 genes were expressed over 5 fold lower in PS animals compared to LS animals. 

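At 2 dpi CTSS, a lysosomal protease gene, was higher in PS1 than LS1 pigs by log2 1.35 (0.28; 2.55-fold, adjusted p 0.012), and LY96 by 1.39 (0.25; 2.63-fold, 0.0098). Neither gene's PS1 values overlapped the LS1 values. LY96 rose in PS1 pigs by 1.97 (0.17; 3.93-fold, adjusted p 2.9e-07), was 0.06 (0.88) in LS1 pigs, and had an interaction of 1.92 (0.0013). CTSS rose by 1.19 in PS1 pigs with an interaction of 1.42 (adjusted p 0.0026). Without LS1 pig 140 neither class difference was called, and CTSS also needed LS1 pig 101.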

Expression differences between the shedding phenotypes were also observed for other genes such as C1 peptidase (CTSS), which participates in the degradation of antigenic proteins to peptides for presentation on MHC class II molecules; MD-2 (LY96), whose protein associates with TLR4and provides a link between the receptor and downstream LPS signaling. 

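TICAM2, an adaptor gene of the TLR4 route to interferon, was not called. Its log2 difference between PS1 and LS1 pigs at 2 dpi was 0.05 (0.12, adjusted p 0.76), and its change in PS1 pigs was 0.14 (adjusted p 0.17).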

An increase in the mRNA for the Toll/interleukin-1 receptor domain-containing adaptor protein, TICAM2, was also statistically significant (q value<0.05 and fold change>1.5) (Supplemental Table S3).

**Table 3:** Top ranked differentially expressed probesets between PS and LS animals after ST treatment at 2 dpi, q value<0.1, | fold change |>3.0*.

Probeset	q Value	Fold Change	Change Direction	Gene Symbol	Similarity to RefSeq shown	Gene description
Ssc.18927.1.S1_at	0.038	27.04	Up	MS4A8B	NM_031457	Membrane-spanning 4-domains, subfamily A, member 8B (MS4A8B)
Ssc.646.1.S1_at	0.024	8.69	Up	CSTA	NM_005213	Cystatin A
Ssc.26110.1.S1_at	0.018	7.07	Up	BTBD10	NM_032320	BTB (POZ) domain containing 10
Ssc.25195.1.A1_at	0.043	6.34	Up	KIF1B	NM_183416	Kinesin family member 1B
Ssc.10706.1.A1_at	0.045	6.21	Up	RARS2	NM_020320	Arginyl-tRNA synthetase 2 mitochondrial
Ssc.7093.3.S1_at	0.034	6.10	Up	HPSE	NM_001098540	Heparanase (HPSE)
Ssc.22694.1.S1_at	0.045	5.72	Up	NDUFB6	NM_182739	NADH dehydrogenase (ubiquinone) 1 beta subcomplex 6
Ssc.5618.1.S1_at	0.043	5.40	Up	RALGDS	NM_001042368	Ral guanine nucleotide dissociation stimulator
Ssc.2697.1.S1_at	0.044	5.28	Up	TCEA3	NM_003196	Transcription elongation factor A
Ssc.21060.1.A1_at	0.044	5.07	Up	Golim4	NM_175193	Golgi integral membrane protein 4
Ssc.19389.1.A1_at	0.034	4.87	Up	C15orf48	NM_032413	Chromosome 15 open reading frame 48
Ssc.271.1.A1_at	0.045	4.66	Up	CD55	NM_001114752	CD55 molecule decay accelerating factor for complement
Ssc.24277.1.S1_at	0.047	4.25	Up	USP45	NM_001080481	Ubiquitin specific peptidase 45
Ssc.11382.1.S1_at	0.040	4.18	Up	SERINC1	NM_020755	Serine incorporator 1
Ssc.29675.1.S1_at	0.038	4.18	Up	RABL3	NM_173825	member of RAS oncogene family-like 3 (RABL3)
Ssc.19596.2.S1_at	0.045	4.06	Up	Lpcat2	NM_173014	Lysophosphatidylcholine acyltransferase 2
Ssc.13053.1.A1_at	0.047	4.05	Up	CASP4	NM_176638	Apoptosis-related cysteine peptidase
Ssc.12711.1.S1_at	0.045	3.70	Up	SSFA2	NM_001130445	Sperm specific antigen 2
Ssc.25255.2.S1_a_at	0.045	3.47	Up	ASRGL1	NM_001083926	Asparaginase like 1
Ssc.8473.1.S2_at	0.034	3.40	Up	DNAJA1	NM_001539	DnaJ (Hsp40) homolog subfamily A member 1
Ssc.22158.1.S1_at	0.038	3.33	Up	ABHD13	NM_032859	Abhydrolase domain containing 13
Ssc.3706.1.S1_at	0.038	3.20	Up	SOD2	NM_001024465	Superoxide dismutase 2
Ssc.5190.1.S1_at	0.034	3.06	Up	HIATL1	NM_032558	Hippocampus abundant transcript-like 1
Ssc.6798.2.S1_at	0.038	3.04	Up	HSPA9	NM_004134	Heat shock 70 kDa protein 9
Ssc.12446.1.A1_at	0.046	3.04	Up	CASP4	NM_033306	Apoptosis-related cysteine peptidase
Ssc.6618.1.A1_at	0.038	3.33	Down	ENDOD1	NM_015036	Endonuclease domain containing 1
Ssc.16377.2.A1_at	0.034	3.70	Down		NM_145740	Glutathione S-transferase A1
Ssc.3344.1.A1_at	0.043	5.56	Down	SEPT8	NM_015146	Septin 8
Ssc.18260.1.A1_at	0.038	5.56	Down	GPN2	NM_001031770	GPN-loop GTPase 2
Ssc.590.1.S1_at	0.043	5.56	Down	PSP-II	NM_213836	Porcine seminal protein II (PSP-II)
Ssc.19586.1.S1_at	0.044	8.33	Down	C1orf210	NM_182517	Chromosome 1 open reading frame 210

*For multiple probesets that had the same annotation, the probeset with highest estimated expression level was retained.

### Validation of differentially expressed genes using qPCR

Twenty-one differentially expressed genes were selected for validation of the microarray data by using qPCR (Table 4). All raw data and statistical results of these qPCR tests are available in Supplemental Table S5. The genes were selected with respect to their rank of expression changes (q<0.1, fold change>1.5 or <0.66), biological function, quality of annotation, available nucleotide sequence length, and estimated microarray signal intensity as an indicator of transcript abundance. Correlation analysis demonstrated that, overall, the qPCR results were significantly correlated with the microarray results, indicating that the qPCR results generally confirmed the microarray gene expression data (Figure 3, r = 0.75, p<0.0001). 

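For the 18 of 21 qPCR genes with a probe set, 54 pairs of array and qPCR log2 changes were compared over 3 comparisons. They correlated at r = 0.65 and rho = 0.71, with a permutation p of 8e-05 (0.00021 adjusted over 8 tests). Without the 2 farthest pairs r was 0.59, and 45 of 54 pairs had the same sign. In PS1 pigs alone r was 0.80 and rho 0.81 (permutation p 7e-05), 0.70 without the 2 farthest genes, with 17 of 18 in the same direction. Each gene enters once per comparison and the genes were chosen from the arrays. Genes are not independent replicates, so these p describe agreement over genes and not over pigs.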

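By qPCR in the same PS1 pigs, SLC11A1 rose by log2 4.30 (SD 0.66), the actin-branching gene ARPC4 by 1.65 (SD 0.52; 0.97 on the array) and IRF7 by 2.64 (SD 1.11), each with an exact p of 0.031. The immunoglobulin gene IGHG fell by 0.76 (SD 0.26, exact p 0.031) and by 0.97 on the array. Since 0.031 is the smallest exact p that 6 pigs can give, these 4 genes moved the same way in every pig. VNN1 had -5.16 (SD 4.58, exact p 0.062) by qPCR and fell by 1.41 (0.24, adjusted p 0.00017) on the array. TREM1 was 0.55 (exact p 0.31), TLR2 0.46 (0.094) and CASP1 1.56 (0.19) by qPCR.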

For 15 selected genes detected by microarray as differentially expressed in PS animals after ST inoculation, 10 of them were also significant (p<0.05) or trended to significance (p<0.1) by qPCR (Table 4). For the remaining six genes, five of them were changed in the same direction as the microarray data. 

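At 2 dpi the array and qPCR differences between the classes correlated at r = 0.71 and rho = 0.66 over 18 genes (permutation p 0.00031, 5e-04 adjusted), and 17 had the same sign. Without the 2 farthest genes r was 0.48. SLC11A1 was higher in PS1 pigs by log2 2.19 (exact p 0.014) and VNN1 lower at -5.34 (exact p 0.024) by qPCR. TLR4 was 1.74 (exact p 0.052).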

For the nine genes differentially expressed between PS and LS animals detected by microarray, four of them were confirmed by qPCR (p value<0.1), and four out of the remaining five genes were changed in the same direction by both techniques. For the six genes differentially expressed in LS animals after ST inoculation, one gene tended to significance in the qPCR data (p value = 0.12), and three out of the remaining five genes, were changed in the same direction in both microarray and qPCR results. These results indicated that while the qPCR and microarray results were generally in agreement, less dramatic expression differences in LS animals were difficult to confirm by qPCR. 

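In the 4 LS1 pigs array and qPCR changes did not correlate over 18 genes (r = 0.17, rho = 0.21, permutation p 0.53; 0.13 without the 2 farthest), and 11 had the same sign. The chaperone gene HSPD1 was -0.95 (SD 0.68, exact p 0.12) by qPCR and -0.85 (0.22) on the array. There limma gave adjusted p 0.069 and the fixed-pig model 0.0033. In the LS2 pigs of the second group HSPD1 moved the other way by qPCR (2.34). With 4 pigs the sign-change test used here cannot give an exact p below 0.12.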

We also observed that genes with more statistically significant differences in the microarray analysis (q value<0.05) were nearly always confirmed by qPCR (95% consistency), while it was more difficult to validate genes with higher q values (69% consistent for 0.05<q<0.1; Table 4).

**Figure 3:**
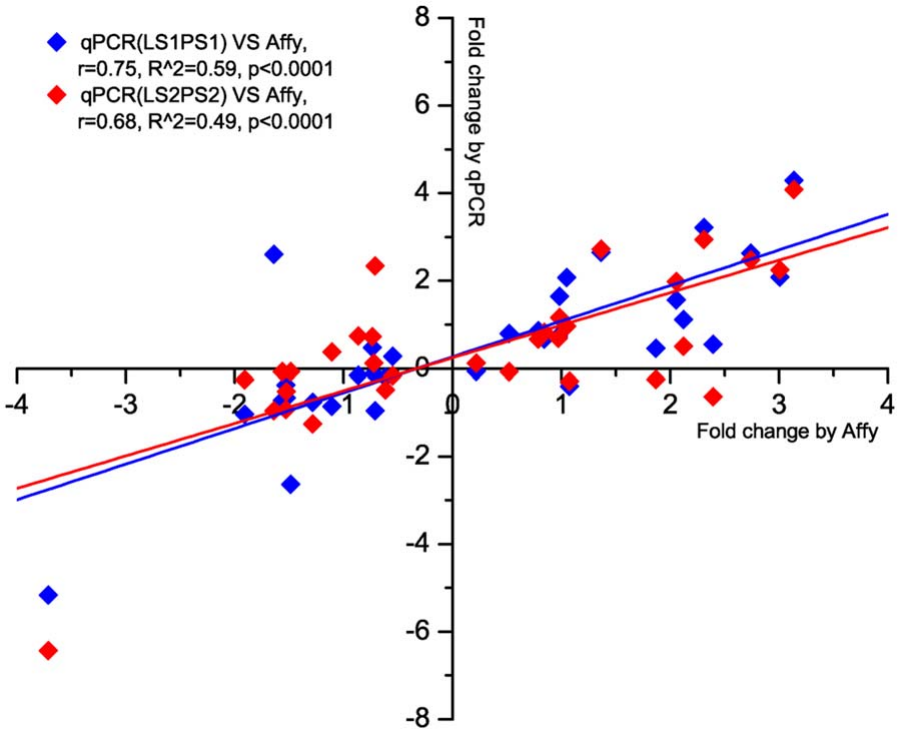
Significant correlation between qPCR and microarray expression measurements across 21 genes tested. Whole blood gene expression levels of the LS1, PS1 and LS2, PS2 pigs detected by qPCR were compared with microarray results for LS1 and PS1 samples. The diamonds indicate the fold changes for each of the comparisons (LS_D2/D0, PS_D2/D0, D2_PS/LS), as measured using Affymetrix technology (X-axis) or by Q-PCR (Y-axis). The lines illustrate the linear regression between expression levels detected by the two different methods.

**Table 4:** qPCR results for gene expression in pigs with different shedding phenotypes at day 0 versus day 2 following ST inoculation, comparing with microarray data.

	Microarray data (FC^a^)			qPCR for group #1 (FC^a^)			qPCR for group #2 (FC^a^)		
Gene Name	D2 PS/LS	LS D2/D0	PS D2/D0	D2 PS/LS	LS D2/D0	PS D2/D0	D2 PS/LS	LS D2/D0	PS D2/D0
RPL6	0.60#	1.16	0.68	0.92	0.96	1.21	1.08	1.08	0.89
CEBPB	2.24	2.68	8.03##	3.55*	0.42	4.24*	1.59	3.89**	4.74**
CASP1	2.07#	1.74	4.15##	4.20**	0.43	2.95*	1.94**	4.16**	3.95**
SLC11A1	2.23	2.45	8.78##	4.55**	2.81	19.6**	4.03**	4.40**	16.9**
TLR4	1.81	2.23	4.96##	3.34*	4.26*	9.30**	1.19	5.22**	7.68**
VNN1	0.24	0.28	0.07##	0.02**	0.71	0.02**	0.09	0.01**	0.01*
TLR2	1.79	2.10#	3.65##	1.69	0.75	1.37	1.56	0.82	0.84
IGHG	0.34##	0.86	0.41##	0.63*	0.93	0.58**	0.69	0.79	0.41**
TREM1	1.86	2.07	5.26##	2.47*	0.17*	1.46	1.07	0.84	0.64
BPGM	0.34##	1.16	0.33##	0.77	1.13	0.60	0.52	1.46	0.95
ARPC4	1.79#	0.90	1.97##	1.59*	1.09	3.13**	1.77**	3.10**	2.24**
IRF7	1.06	2.37	6.67##	1.27	1.90	6.21**	1.83	2.45	5.55*
SPI1	1.48	1.95	2.57##	1.84	3.24**	6.28**	1.45	3.78**	6.61**
C1QA	0.32#	2.29	0.35##	6.06*	0.01**	0.16	0.51	1.40	0.95
LEF1	1.20	0.69	0.65##	1.74	1.02	0.87	1.12	0.71	0.71
HSP90AA1	1.72#	0.83	1.43	1.82*	0.64	1.73*	1.58*	1.09	0.95
HSPD1	1.70	0.61#	1.23	3.28*	0.51	2.28	0.96	5.06**	3.44**
NCL	4.35#	0.26#	1.76#	2.16	0.48	1.22	1.41	0.83	0.83
ZFP36L2	1.44	0.59#	0.87	1.41	1.38	1.55	1.27	1.65	1.38
SFRS3	1.60	0.46##	1.06	1.51	0.55	1.02	1.86	1.29	1.88
DDX3X	1.96#	0.54#	1.05	1.66	0.90	1.29	1.61	1.67	1.41

a FC, fold change: the ratio of the Ct value (qPCR) or probe intensity (microarray) between contrasts. FC greater than 1.0 indicates the gene was up-regulated, FC less than 1.0 indicates the gene was down-regulated for the two samples shown.

*Statistical test of difference between contrasts: *indicates trends to significance at p<0.1 (Student's t-test), **indicates significant difference at p<0.05.

# All genes shown were selected for qPCR validation. The genes were selected with respect to their rank of expression changes (^#^q<0.1, fold change>1.5 or <0.66; ^##^q<0.05, fold change>1.5 or <0.66;), as well as biological function, quality of annotation, available nucleotide sequence length, and estimated microarray signal intensity as an indicator of transcript abundance.

Expression levels of the selected genes in 10 additional animals (four PS2 and six LS2) were measured by qPCR for further validation of the gene expression differences detected by microarray. The qPCR results again in the aggregate correlated significantly with the microarray results (Figure 3, r = 0.68, q<0.0001), indicating that differentially expressed genes detected by microarray can be confirmed by qPCR even in a new group of pigs. 

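In the second group of pigs the qPCR changes correlated with the array changes of the first group at r = 0.61 and rho = 0.58 over 54 pairs (permutation p 0.00014, 0.00028 adjusted). Without the 2 farthest pairs r was 0.55, and 42 of 54 had the same sign. The value was 0.70 for PS2 pigs, 0.83 for the class difference at 2 dpi and 0.40 (permutation p 0.095) for LS2 pigs, and without the 2 farthest genes 0.56, 0.79 and 0.60. By qPCR SLC11A1 changed by log2 4.09 in PS2 and 2.14 in LS2 pigs. The authors conclude from their correlation that genes found as changed on the arrays can be reproduced by qPCR in a new group of pigs. The same 18 chosen genes are used in both groups, and genes are not independent replicates.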

Altogether, 40 samples have been measured by qPCR (20 animals, 2 time points), with a total of 84 comparisons made (LS_D2/D0, PS_D2/D0, D0_PS/LS, D2_PS/LS; Table 4). Of these, 11 comparisons (13%) with q value<0.1 (by microarray), showed a response in the opposite direction between qPCR and microarray results. Overall, 85% of the genes with the most significant differences in expression (q value less than 0.05 and fold changes higher than 1.5 or greater than 0.66) showed consistency between microarray and QPCR methods. Therefore, to be conservative in all further analyses, differentially expressed genes were defined using a threshold of q value<0.05 and fold-change greater than 1.5 or less than 0.66.

### Functional annotation of the differentially expressed genes and clusters of co-expressed genes

The functions of the differentially expressed genes and the possible relationship between ST inoculation and the alteration of gene expression were investigated by using DAVID [39], and InnateDB [49]. The DAVID database was used to identify over-represented functional GO terms for differentially expressed genes (q<0.05, Supplemental Table S6). For the genes up-regulated in PS animals following ST inoculation, 262 genes were linked to 38 significantly over-represented GO terms. The seven top ranked GO terms related to immune and inflammatory response” or “defense response” covered 106 genes (about 40% of the total), indicating that these terms represent the major responses in the ST-inoculated PS animals. The GO term of “proteasome”, which consists of 14 proteasome subunits, was significantly over-represented as well; this annotation is consistent with the PSMA-D genes noted above. For the down-regulated genes in PS animals, only six GO terms reached the significance level. However, the terms were very general (i.e., “glycoprotein”, “secreted” and “signal”) and the specific biological meaning of these differentially regulated genes is unclear.

For the up-regulated genes in the LS animals following ST inoculation, none of the GO terms reached the significant level of 0.05 for over-representation, although a large number of genes were connected to GO terms such as “immune response” and “inflammatory response”. For the down-regulated genes in the LS1 animals, 17 GO terms were significantly over-represented and most of these GO terms are related to RNA binding and recognition. 

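Genes of RNA splicing had a negative mean change in the LS1 pigs and not in the PS1 pigs. The 59 measured genes averaged log2 -0.43 (SD 0.08) in LS1 pigs, negative in 4 of 4, and 0.18 (SD 0.15) in PS1 pigs (exact p 0.0048, 0.024 adjusted). In LS1 pigs 0 were called in the block model, but 17 were called lower when adjusted over the list alone and 17 in the fixed-pig model. The largest were the ribonucleoprotein genes HNRNPH1 (-1.23, adjusted p 0.0009) and HNRNPR (-1.10, 0.0031) in that model. Camera adjusted p was 1.2e-14 in LS1 pigs, and adjusted p = 0.28 with an estimated correlation. In PS1 pigs 3 genes rose (3 before and 0 after quantile normalisation), camera adjusted p was 0.0041 upward (adjusted p = 0.48 with an estimated correlation), and the PS1 median of 0.16 became -0.05 after quantile normalisation. The interaction was called for 38 of the 59, of which 37 were more positive in PS1 pigs (14 higher and 4 lower after quantile normalisation). The GAPDH 3′ to 5′ difference, a measure of RNA quality, also moved apart, by -0.16 in LS1 and 0.06 in PS1 pigs (exact p 0.0048). The change of the same measure did not separate the classes for actin (0.135 in LS1 and -0.154 in PS1 pigs, exact p 0.22). Nor did it for EF1a (0.257 and 0.123, exact p 0.53). At 2 dpi itself the actin measure did differ, with 4.055 in LS1 and 3.628 in PS1 pigs (unadjusted exact p 0.014). At that day GAPDH (exact p 0.85) and EF1a (0.19) did not.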

There were 111 genes identified that are differentially expressed in the LS1 animals only and not in the PS1 animals (86+20+5, Figure 2B). Such genes are of interest since they are associated with a decrease in *Salmonella* shedding in the LS1 animals. 

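Transcripts called only in LS1 pigs were counted with limits that give LS1 calls, since adjusted p below 0.05 gave 0. At adjusted p below 0.1, 629 were called in LS1 and not in PS1 pigs, 625 of them lower, and 496 also had a called interaction. The fixed-pig model gave 717, of which 713 were lower and 526 had an interaction. An absent call in PS1 pigs is not evidence of no change there, so the count with an interaction is the firmer one.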

Interestingly, most of these genes were down-regulated (104 out of 111) in LS1 compared to PS1 pigs following ST inoculation, and GO annotation analysis of these down-regulated genes revealed their involvement in “mRNA processing/metabolic process,” “nucleotide binding,” “response to stress or DNA damage stimulus,” and “cell cycle related process” (Supplemental Table S6). For the genes expressed higher in the PS1 over LS1 animals at 2 dpi, only two GO terms were significantly over-represented, “endosome” and “Golgi apparatus”. For the genes expressed higher in LS1 over PS1 animals, a large number of genes were connected with GO terms such as “ribosome” or “translation regulation”. While these annotations were non-significant, they were close to the q<0.05 significant levels for over-representation.

To further analyze the differentially expressed gene lists, pathway over-representation analysis was performed using the online tool, InnateDB, which can identify the major interconnected innate immunity networks in response to ST inoculation (Figure 4 and Supplemental Table S7). Forty-three pathways were significantly over-represented (q<0.1), with 42 of them up-regulated. As observed for the GO annotation analysis, most of these over-represented pathways (40 of 43) derive from the genes differentially expressed in the PS1 animals in their response to *Salmonella*. The up-regulated pathways included those required for inflammatory and immune responses, such as “Apoptosis,” “Chemokine signaling,” “Toll-like receptor signaling,” “IFN-γ,” “interleukin signaling,” “Jak-STAT signaling pathway” and “Fc-γ receptor-mediated phagocytosis” (Figure 4). 

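Genes of toll-like receptor signalling, which sense bacterial products, averaged log2 0.48 (SD 0.10) in PS1 and 0.17 (SD 0.18) in LS1 pigs (exact p 0.019, 0.032 adjusted). Their interaction was called higher in PS1 pigs for 11 and lower for 5 (4 and 4 after quantile normalisation), with camera adjusted p 0.5. In PS1 pigs 10 of 29 rose (10 adjusted over the list alone), including TBK1 (0.62) and IRF3 (0.98). Camera adjusted p was 0.015 in PS1 pigs (adjusted p = 0.29 with an estimated correlation), and 0.037 in LS1 pigs (0.29 without pig 106, adjusted p = 0.54 with an estimated correlation). JAK-STAT genes averaged 0.59 (SD 0.18) and 0.16 (SD 0.23) (exact p 0.019). In PS1 pigs 13 of 23 rose (7 higher and 2 lower after quantile normalisation), among them JAK2 (1.53) and IL4R (1.39), with camera adjusted p 9e-05 and adjusted p = 0.29 with an estimated correlation. In LS1 pigs their camera adjusted p was 0.066 (0.6 with an estimated correlation). Cytokine, chemokine and receptor genes averaged 0.50 (SD 0.09) and 0.24 (SD 0.22), 7 of 25 rose in PS1 pigs, including IL15 (1.31) and CCL8 (1.29), 11 were below 0 and the PS1 median was 0.04, and camera adjusted p was 0.24 in PS1 and 0.0085 in LS1 pigs (adjusted p = 0.4 and 0.22 with an estimated correlation).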

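Genes of apoptosis moved both ways in PS1 pigs at 2 dpi. Of 24 measured, 6 rose, led by the inflammasome protease gene CASP1 (log2 2.19) and the death ligand gene TNFSF10 (1.07), and 2 fell, BNIP3L by 0.63 and BCL2L1 by 0.64. After quantile normalisation 3 were higher and 3 lower, and BNIP3L depended on PS1 pig 134 and BCL2L1 on PS1 pigs 108, 115 and 134. Their mean was 0.24 (SD 0.14) in PS1 and -0.07 (SD 0.16) in LS1 pigs (exact p 0.014, 0.029 adjusted), with camera adjusted p 0.26 and 0.68 and adjusted p = 0.47 and 0.85 with an estimated correlation. The interaction of apoptosis genes was called higher in PS1 pigs for 10 and lower for 4 (3 and 5 after quantile normalisation). Its camera adjusted p was 0.33. Oxidative phosphorylation genes averaged 0.33 (SD 0.17) in PS1 and -0.22 (SD 0.10) in LS1 pigs, positive in 6 of 6 and 0 of 4 (exact p 0.0048). Of 57 measured, 6 rose in PS1 pigs, NDUFA8 most (0.81), but only 1 after quantile normalisation. Camera adjusted p was 1.3e-07 in PS1 pigs (0.29 after quantile normalisation) and 8.9e-06 in LS1 pigs, and adjusted p = 0.39 and 0.6 with an estimated correlation. The interaction was called for 42 of the 57, and 41 were more positive in PS1 pigs (14 higher and 4 lower after quantile normalisation).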

The “Apoptosis pathway,” “Chemokine signaling pathway,” “Integration of energy metabolism,” “Metabolism of amino acids” and “Oxidative phosphorylation” were the top five pathways with the highest number of up-regulated genes, and possibly represent the major biological changes in the blood of PS1 animals after ST inoculation. The “Cytosolic DNA-sensing pathway,” which could be another important regulatory module responsible for the up-regulation of the genes in the PS1 animals after ST inoculation, was also significantly over-represented (Figures 4 and 5). 

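Cytosolic DNA sensing genes, which lead from misplaced DNA to interferon, averaged log2 0.45 (SD 0.11) in PS1 and 0.11 (SD 0.18) in LS1 pigs (exact p 0.0095, 0.024 adjusted). Members went both ways, with the interaction called higher in PS1 pigs for 11 and lower for 5. After quantile normalisation these were 5 and 7, and camera adjusted p for the interaction was 0.66 before it. In PS1 pigs 9 of 25 rose (9 adjusted over the list alone and 9 after quantile normalisation), including the sensor gene ZBP1 (1.43). As a list they did not pass camera in PS1 pigs (adjusted p 0.21, and 0.037 with all probe sets), where the median member was 0.16 and -0.03 after quantile normalisation. Adjusted p = 0.39 with an estimated correlation, and in LS1 pigs camera adjusted p was 0.3 (0.6 with an estimated correlation).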

Interestingly, some of the pathways enriched with up-regulated genes such as “Apoptosis pathway,” “IL3 pathway,” and “Jak-STAT signaling pathway” also included a few genes that were down-regulated, indicating the complexity of the internal connections and regulation of these pathways. The “Steroid biosynthesis pathway” was significantly down-regulated after ST inoculation in PS1 animals. 

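Sterol biosynthesis genes had a negative mean change in both classes. Over 11 measured genes the mean was log2 -0.30 (SD 0.11) in 6 PS1 and -0.38 (SD 0.14) in 4 LS1 pigs, negative in every animal, with no class difference (exact p 0.3). In PS1 pigs 4 were lower, SQLE (-1.16), CYP51 (-0.77), SC5D (-0.67) and FDFT1 (-0.63), and HSD17B7 rose by 1.18. SC5D was not called without PS1 pig 105. Tested by camera, adjusted p was 0.0044 in PS1 and 0.00059 in LS1 pigs, and adjusted p = 0.29 and 0.22 with an estimated correlation. In LS1 pigs 0 of the 11 were called in the block model. In these pigs CYP51 (adjusted p 0.00058) and SC5D (-0.86, adjusted p 0.0069) were lower in the fixed-pig model, and 2 genes were lower over the list alone.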

For the lists of genes differentially expressed between PS1 and LS1 animals at 2 dpi, two pathways, “Steroid Biosynthesis” and “Ribosome and Translation pathway” were significantly over-represented in genes with lower expression in LS1 animals. 

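At 2 dpi neither list separated the classes. Sterol genes differed by a mean log2 of 0.10 (exact p 0.4; camera adjusted p 0.92, adjusted p = 1 with an estimated correlation), and 1 of 11 was called. Ribosomal protein genes differed by 0.04 (exact p 0.78; camera adjusted p 0.92, adjusted p = 1 with an estimated correlation), 0 of 58 were called, and their median of 0.03 became -0.11 after quantile normalisation. After inoculation ribosomal genes averaged -0.20 (SD 0.12) in LS1 pigs, negative in 4 of 4, and -0.04 (SD 0.17) in PS1 pigs (exact p 0.16). Among LS1 and PS1 pigs in turn, camera adjusted p was 1.2e-05 in LS1 pigs (adjusted p = 0.6 with an estimated correlation) and 0.33 in PS1 pigs (0.87). In LS1 pigs 3 were lower over the list alone and in the fixed-pig model, RPL22 most (-0.75, adjusted p 0.0082).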

Finally, no Innate DB annotated pathway was significantly over-represented in LS1 animals due to ST inoculation.

**Figure 4:**
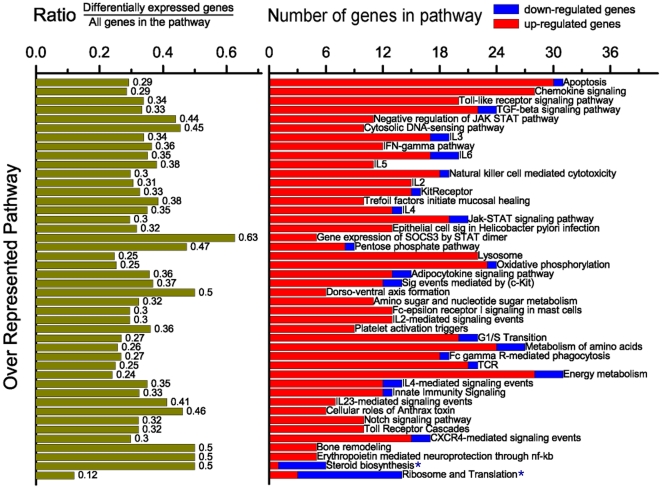
Over-representation of many InnateDB pathways in the differentially expressed transcript list of ST inoculated pigs. The lists of differentially expressed genes in PS1 pigs (q<0.05) were annotated using DAVID [39] and over-represented pathways identified using a false discovery rate of q<0.1 in InnateDB [38]. Left: the ratio represents the proportion of the differentially expressed genes in a specific pathway compared to all of the genes in that pathway. Right: each row represents the counts of the differentially expressed transcripts similarly annotated as shown by the row label. As calculated by InnateDB, most of the genes in a majority of the pathways shown are up-regulated (q<0.1); however, the bottom-most two pathways (marked with an *) are enriched with down-regulated genes (q<0.1).

**Figure 5:**
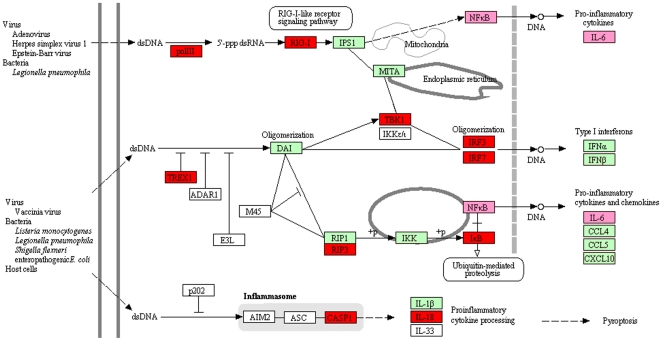
Genes in the Cytosolic DNA-sensing pathway show changes in expression during response to Salmonella. The red boxes indicate up-regulated genes and pink boxes indicate the gene is up-regulated and that target genes of the gene in the pink box are over-represented in DAVID analysis. Green boxes indicate the gene is present on the array but was not differentially expressed. White boxes indicate that no gene information was available in the porcine genome, or that the gene was not on the Affymetrix Genechip.

### Identifying sets of co-regulated genes and their differentially expressed regulators in response to ST inoculation

Using regulator-target relationships known from PubMed literature, we used Sub-Network Enrichment Analysis (SNEA) to identify individual “regulators” whose connections to specific sets of differentially expressed target genes were over-represented (p<0.05; Figure 6 and Supplemental Table S8). Such relationships include direct interactions as well as more indirect relationships inferred from published sources. Very few common GO annotations of target genes were significantly over-represented in the lists of differentially expressed genes in LS1 animals due to ST inoculation and between PS1 and LS animals at 2 dpi. In the response to *Salmonella* in PS1 pigs, however, many regulator-target relationships were statistically significant, including those involving cytokines such as IFN-γ and tumor necrosis factor (TNF) and to immune-inflammatory related transcription factors such as NF-κB. IFN-γ, TNF, and NF-κB were linked to the largest number of differentially expressed genes, indicating their important roles in the regulation of gene expression responses due to ST infection. Three interleukin subnetworks (genes regulated by IL4, IL10 or IL12) were also significantly enriched. These interleukins have extensive effects on T cell activation, B cell proliferation, natural killer cell activation, and antibody production, and also have broad interactions with other immune and inflammatory modulators such as IFN-γ and NF-κB. Several other genes with altered expression patterns following ST inoculation, including IRFs and STATs, as well as SPI1, CEBPB, RELA and TLR4, had significantly enriched regulator-target sets (Figure 6 and Supplemental Table S8). Four regulators with significantly enriched down-regulated targets,JUN, MAPK14, RELA and NR1H3, were induced in response to ST challenge and two such regulators (FOS and FOXO3) were repressed. 

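MAPK14, which encodes the stress kinase p38, rose by log2 1.28 (0.14) in PS1 pigs (adjusted p 3.3e-06), NR1H3, the oxysterol receptor gene, by 1.04 (0.15; 2.8e-05) and JUN by 0.79 (0.17; 0.0015), each in all 6. FOS was -0.09 (adjusted p 0.36) and FOXO3 -0.29 (0.10; 0.02), both inside the fold limit. The response differed from that in LS1 pigs for MAPK14 (interaction 1.22, adjusted p 0.0019).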

The target network of TGFB1, whose protein product acts as a negative autocrine growth factor, was significantly enriched as well. 

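TGFB1 itself was not called in PS1 pigs (log2 0.06, adjusted p 0.48, at percentile 95 of the array signal). A 2nd, dimmer TGFB1 probe set had 0.21 (adjusted p 0.044), inside the fold limit.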

The relevant functions of other over-represented regulators and subnetworks of regulated targets are less defined.

**Figure 6:**
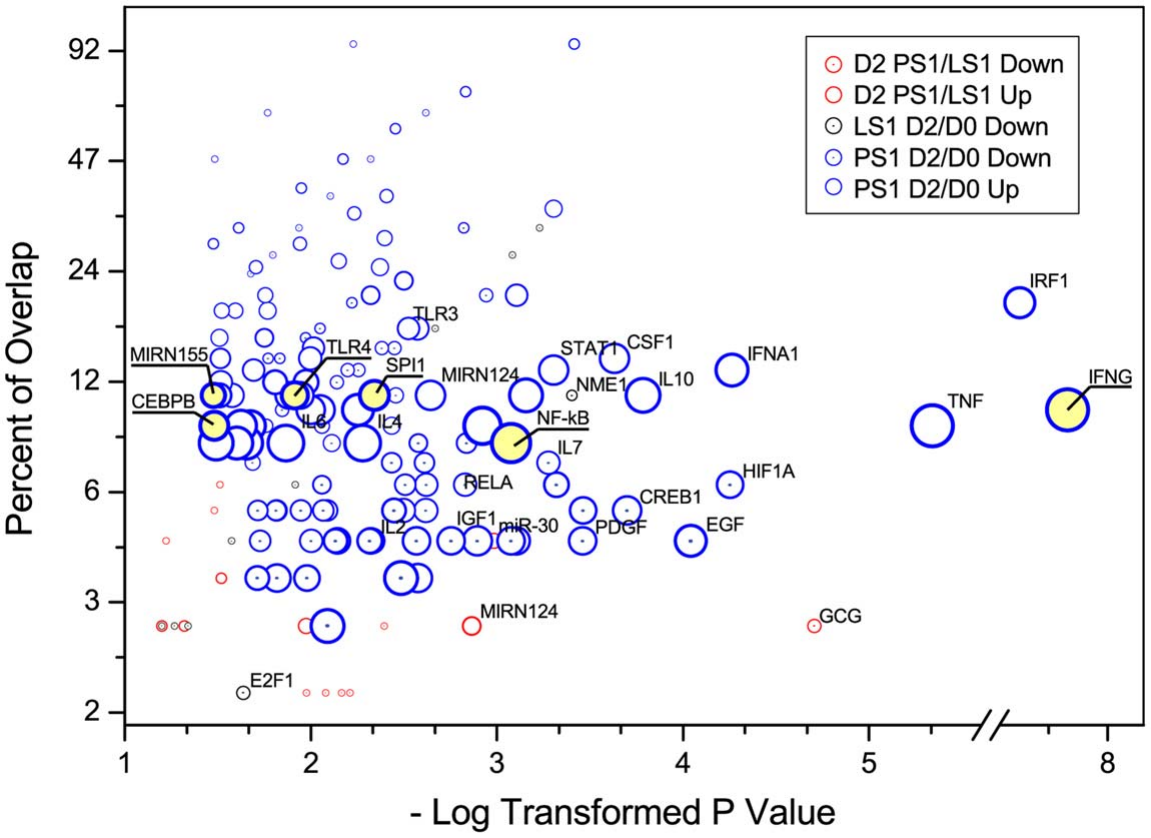
Many sets of transcripts whose expression is controlled by a common regulator (within the same regulon) are found significantly enriched in the differentially expressed transcript lists. Differentially expressed transcripts for a particular comparison (PS1 2 dpi versus 0 dpi, etc.) are shown with specific colors. The x axis is the negative log of the p value for the over-representation of the regulon shown. The y axis (percent overlap) represents the proportion of the differentially expressed targets by a specific expression regulator compared to all known targets of that regulator. The size of the bubble reflects the number of differentially expressed targets for each regulon. For all regulons described in the text, the bubble is underlined.

Differential expression in PS animals for three regulators with over-represented targets, SPI1, CEBPB and TLR4, was confirmed by qPCR (Figure 7). 

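SPI1 encodes PU.1, the transcription factor that directs myeloid cell development. On the array it rose by log2 1.71 (0.18; 3.26-fold, adjusted p 1.8e-06) and CEBPB, a partner factor, by 2.64 (0.28; 6.24-fold, 1.8e-06). By qPCR in PS1 pigs SPI1 changed by 2.65 (SD 0.46) and TLR4 by 3.22 (SD 0.31), each with an exact p of 0.031 in 6 pigs. CEBPB by qPCR was 2.41 (SD 3.01) in the 5 pigs with a value, with an exact p of 0.25. In LS1 pigs SPI1 was 0.59 (0.22) on the array (adjusted p 0.11, and 0.074 in the fixed-pig model). CEBPB was 0.98 there (0.34, adjusted p 0.099), but -1.24 (SD 1.62, exact p 0.38) by qPCR. By qPCR in LS1 pigs SPI1 was 1.7 (SD 1.04, exact p 0.12) and TLR4 2.09 (SD 1.92, exact p 0.25). The CEBPB response was larger in PS1 pigs (interaction 1.66, adjusted p 0.0078).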

All three were significantly up-regulated at 2 dpi in all four sets of the PS animals (PS1 to PS4) after ST inoculation. 

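In the second group, qPCR changes at 2 dpi were log2 2.73 for SPI1, 2.25 for CEBPB and 2.94 for TLR4 in PS2 pigs. In LS2 pigs they were 1.92, 1.96 and 2.39. The PS3, PS4, LS3 and LS4 groups were not analysed here.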

The expression levels of two miRNAs (mir-124 and mir-155) with over-represented targets were quantified by Stem-loop TaqMan Assay (Figure 7). While the expression of mir-124 in peripheral blood was almost undetectable (data not shown), miR-155 was down regulated in pig peripheral blood RNA from PS3 animals inoculated with ST (over 5 fold, p<0.01, Figure 7).

**Figure 7:**
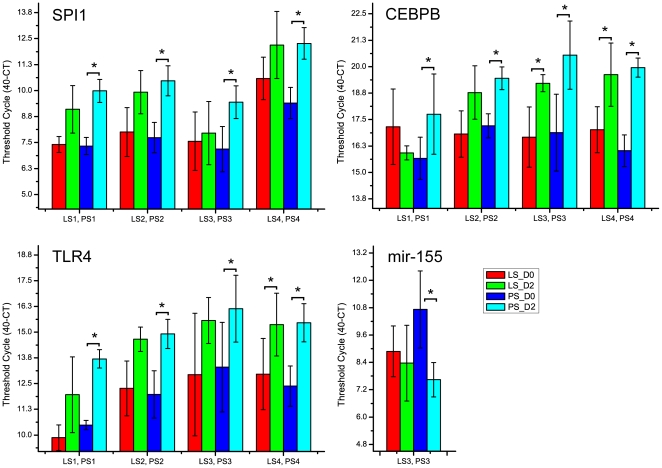
Reciprocal expression during the persistent shedder response to *Salmonella* inoculation for miR-155 and two of its repressed targets, SPI1 and CEBPB, which themselves have over-represented target gene sets in the transcriptomic response to *Salmonella*. Expression level is presented as 40-minus actual C_t_. LS1PS1, LS2PS2, LS3PS3, LS4PS4 are four different sets of low shedding and persistent shedding pigs selected from two different challenge populations. The miR155 data was collected only from LS3PS3 due to the fact that sufficient samples for the other pigs for miRNA preparations were unavailable.

## Discussion

### Blood transcriptome analysis as a means to explore innate immune responses and identify biomarkers for variation in disease outcome

The blood transcriptome has emerged as a useful and practical window into the status of the immune system in health and disease [27], [50], even for compartmentalized infections such as respiratory disease [28], [51]. Additionally, variation in immune response to the same pathogen among individuals can be detected; a recent report described blood transcriptional signatures that correlated with the extent of pulmonary tuberculosis [51]. To date, there have been only a few reports of the response of the porcine whole blood transcriptome to infection [35], [52]. In contrast, several studies have assessed the responses of peripheral blood derived cell populations to infection with bacteria or viruses [53], [54], [55], [56], [57], immune stimulants [58], or following vaccination [59]. Several reports have demonstrated there is genetic control of various immune cell parameters or immunological traits [8], [9], [10], [12], [13], [14], as well as loci associated with susceptibility to salmonellosis [15], [16]. Our focus in this work was to identify genes that mark early differential immune responses to *Salmonella* in pigs by correlating fecal shedding and blood transcriptomic responses. The expression changes of such early biomarker genes associated with shedding could potentially be used to select animals that are less susceptible to persistent infection, and thus serve as a useful phenotype to improve pig genetics and food safety problems introduced by *Salmonella* infection. In future work, it is also possible to search for genetic polymorphisms controlling the variation of these expression patterns, using the candidate gene approach (Uthe et al., in press) or an expression Quantitative Trait Loci (eQTL) approach [60]. Analysis of whole blood mRNA expression would also be very valuable as a low cost means for measurement of genes whose expression patterns are associated with a superior outcome, so that the large numbers of individuals required for such association studies can be tested and any association measured.

### Identifying blood transcriptome patterns associated with fecal shedding of *Salmonella* Typhimurium

Enumeration of fecal *Salmonella* shedding across the challenge populations indicated that substantial shedding variability exists among individual pigs. The transcriptome profiling results demonstrated that the PS1 animals, which shed significantly higher amounts of *Salmonella* than the LS1 animals, also have significantly more vigorous peripheral blood transcriptome responses. 

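The larger response of PS1 pigs was tested as an interaction. Of the probe sets with a called interaction 1042 differed by more than 2-fold between the classes, and 1007 of these had the more positive change in PS1 pigs. Above 5-fold there were 16.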

Further, these results indicated the induction of a cell-mediated immune response with expression of genes classically associated with a Th1 response and typified by IFN-γ signaling pathways; these pathways are discussed in detail below.

The GO annotation analysis of genes responding to *Salmonella* colonization at 2 dpi indicated that the innate immune genes constituted the majority of the over-represented responses and this was confirmed by InnateDB analysis. Furthermore, InnateDB over-representation analysis identified that the TLR4 and IFN-γ systems are major inducers of transcriptomic responses in the peripheral blood of PS1 animals. The significant up-regulation of mRNA for TLR4 and the elevation of over 30% of the genes in the TLR signaling pathway indicated that this pathway and the downstream effectors were extensively activated early in the response to *Salmonella*. The activated downstream cascades of the chemokine signaling pathway, the “NF-κB induced response,” the “IFN-γ cascade,” and the interleukin pathways together with the “Toll-like receptor signaling pathway” itself cover most of the over-represented pathways, further indicating primary roles for the TLR4 and IFN-γ systems in this response.

The cytosolic DNA-sensing pathway, which was significantly up-regulated in the PS animals, could be another important regulatory module responsible for the induced expression patterns seen in the PS1 animals after ST inoculation. This pathway includes specific families of pattern recognition receptors responsible for the detection of foreign DNA from invading microbes and for generating innate immune responses, such as the double-stranded DNA sensor protein DAI and AIM2 [61], [62], [63]. Foreign DNA can also be converted to RNA by host RNA polymerase III and then recognized by the RNA sensor RIG-I [62], [63]. After ST inoculation, 45% of genes in this pathway were significantly induced, including the RNA polymerase III gene POLR3GL, the DNA exonuclease TREX1, and the double-stranded RNA recognition protein DDX58, all of which are very important for the function of the Cytosolic DNA-sensing pathway (Figure 4 and 5). 

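TREX1, a DNA exonuclease gene, rose by log2 1.06 (0.16) in PS1 pigs (2.09-fold, adjusted p 6.4e-05), in each animal. DDX58, which encodes the RNA sensor RIG-I, rose by 0.70 (0.20; 1.63-fold, adjusted p 0.0089) in 5 of 6 PS1 pigs by limma, and was not called without PS1 pig 115 (0.56). The POLR3GL probe set in the paper's tables was 0.15 (0.06, adjusted p 0.06). Another, brighter one annotated as POLR3GL rose by 0.61 (0.11; 1.52-fold, adjusted p 4e-04), except after quantile normalisation (0.46) or without PS1 pig 134.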

Most importantly, the signaling modules downstream of the cytosolic DNA-sensing pathway such as the NFκB-, IL6-, and IFNα-, centered cascades were also significantly changed after ST inoculation (Figure 4 and 5). These results indicate that the cytosolic DNA-sensing system may be an important mechanism for the activation of the immune and inflammatory responses in persistently shedding pigs.

### Decreases in expression of genes involved with RNA metabolism and splicing are associated with low shedding phenotype

A clearly intriguing result is the group of 111 genes, mostly down-regulated upon inoculation with *Salmonella*, that were identified as differentially expressed in the LS1 animals (Figure 2B), and thus are associated with reduced *Salmonella* shedding and a potentially superior host control of *Salmonella* replication. Many of the over-represented terms in this set of genes are related to RNA processing, metabolism, and/or splicing. Alternative splicing plays an important role in several aspects of host-pathogen interactions and immunity, and many examples of alternative splicing of RNAs encoding immune system components have been reported [64], [65], [66], [67], [68]. Two genes SFRS1 and SFRS3, members of the serine-arginine-rich (SR) family are directly related to alternative splicing. 

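SFRS3 and SFRS1 encode serine- and arginine-rich splicing factors. In LS1 pigs SFRS3 was lower at 2 dpi by log2 -1.01 (0.26; 0.496-fold), in 4 of 4 animals, with a limma adjusted p of 0.069. The fixed-pig model called it (adjusted p 0.00058), as did the mixed model and the block model without PS1 pig 134. In PS1 pigs it was 0.20, and the responses differed (interaction 1.22, adjusted p 0.0097) except after quantile normalisation (0.81). SFRS1 was -0.38 (0.17) in LS1 pigs (adjusted p 0.18, and 0.05 in the fixed-pig model), with an interaction of 0.32 (0.25). For 2 other SFRS1 probe sets the LS1 change was -0.80 (0.069 in the block and 0.00058 in the fixed-pig model) and -0.54 (0.07 and 0.015). Their interactions were called (1.16, adjusted p 0.0021, and 0.54, adjusted p 0.031), the second not after quantile normalisation. By qPCR SFRS3 was -0.86 (SD 1.39, exact p 0.25) in LS1 pigs, but 0.38 in LS2 pigs. In PS1 and PS2 pigs it was 0.04 and 0.91 by qPCR.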

SFRS1 and SFRS3 were down-regulated at 2 dpi specifically in the LS1 animals. Both SFRS1 and SFRS3 contribute to viral RNA nuclear export [69], [70], and also interact with viral proteins to regulate protein production during several viral infections [71], [72], [73], [74]. Therefore, decreasing SR gene expression could be postulated as a useful response to viral infection. It would be quite interesting to explore the role of SFRS1 and SFRS3 in *Salmonella* colonization, as the decreased expression of these genes at day 2 pi is correlated with lower *Salmonella* shedding observed in the LS animals.

We were also interested in exploring the mechanisms by which expression of splicing factor genes could be decreased. Beta-catenin signaling can activate expression of SFRS3 thus affecting alternative splicing [75]. 

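CTNNB1, the β-catenin gene, has 5 probe sets on the array that disagree. On the brightest the log2 change was -0.25 (0.13) in LS1 pigs (adjusted p 0.23, and 0.11 in the fixed-pig model), negative in each of the 4. In PS1 pigs it was -0.13 (adjusted p 0.31), and the interaction was not called (0.12, adjusted p 0.57). A 2nd CTNNB1 probe set was lower in LS1 pigs by -1.05 (0.26; 0.484-fold, adjusted p 0.069), was called by the fixed-pig model (0.0011) and the mixed model, and was 0.38 (adjusted p 0.16) in PS1 pigs (interaction 1.42, adjusted p 0.0047). A 3rd, which the paper's tables leave unnamed, rose in PS1 pigs by 1.44 (0.17; adjusted p 4e-06) and was -0.25 (adjusted p 0.44) in LS1 pigs. The other 2 were not called in either class.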

Expression of CTNNB1, the gene encoding β-catenin that controls expression of target genes through its interaction with TCF4, is decreased significantly in LS1 animals after *Salmonella* inoculation (1.6 fold relative to day 0, q<0.04) and is slightly increased in PS1 pigs (1.2 fold, q<0.07). Thus, the decrease of SFRS3, and potentially alternative splicing in general, could be due to decreased β-catenin signaling in the LS1 pigs. Interestingly, *Salmonella* infection of mice was shown to stimulate β-catenin protein degradation, decrease expression of c-myc (aβ-catenin target gene), and decrease the physical interaction between β-catenin and NF-κB [76]. Further, constitutively active β-catenin was shown to stabilize the NF-κB inhibitor I-κB, indicating β-catenin may have a novel role in suppression of inflammation induced by *Salmonella* or other pathogenic bacteria [77]. In addition, *Salmonella* effector protein AvrA was recently shown to increase β-catenin protein levels, leading to activation of the Wnt/β-catenin pathway signaling in intestinal epithelial cells [78]. Finally, it has recently been demonstrated that β-catenin in gut dendritic cells is necessary for anti-inflammatory responses, and β-catenin signaling is thought to promote tolerance to inflammatory stimuli [79]. We observed specifically in the LS1 pigs a decreased expression of β-catenin and targets of β-catenin that are known to control alternative splicing of immune response genes. It would be of interest to test whether effects on alternative splicing are associated with decreased shedding after *Salmonella* inoculation.

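Of 10 measured genes of β-catenin signalling, each taken at 1 probe set, 0 were called in either class (0 adjusted over the list alone). The mean was log2 -0.09 (SD 0.09) in LS1 pigs, where the median was 0.10, and -0.11 (SD 0.12) in PS1 pigs. The class difference had an exact p of 0.82. Camera adjusted p was 0.82 in LS1 and 0.33 in PS1 pigs, and adjusted p = 0.92 and 0.57 with an estimated correlation. The authors propose that less β-catenin signalling could explain the lower SFRS3, and possibly a change in splicing, in LS1 pigs. The splicing part of this was measured as gene levels and not as splice forms, which these 3′ arrays do not resolve.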

### Multiple annotation analyses indicate TLR and IFN-γ regulons can account for much of the immune response pathways that are associated with animals with the highest levels of *Salmonella* shedding

The TLR and IFN-γ signaling pathways are prominent in the PS1 response to *Salmonella* inoculation, as shown by both the GO and InnateDB analyses. We also used SNEA to identify regulatory proteins linked to a network (regulons) of their known targets that are enriched among the members of the differentially expressed gene lists. If network regulators are themselves differentially expressed, this could provide evidence for specific hypotheses that such regulators are responsible for the observed changes in expression of their enriched target genes. For example, in PS1 pigs we observed an increase in expression of two NF-κB subunits p65 (RELA; 2 fold over 0 dpi, q<0.001) and p50 (NFKB1, 1.3 fold over 0 dpi, q<0.06), and the NF-κB regulon was shown to be over-represented in the SNEA analysis (Figure 6). 

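RELA, the gene of the NF-κB subunit p65, rose by log2 0.78 (0.11) in PS1 pigs (1.72-fold, adjusted p 3e-05), in every animal, and was not called after quantile normalisation (0.42). NFKB1, the p50 gene, was -0.36 (0.18; 0.777-fold, adjusted p 0.11). In LS1 pigs RELA was 0.02 and NFKB1 -0.63, the latter with adjusted p 0.1 in the block model and 0.027 in the fixed-pig model. The NFKB1 interaction was not called on this probe set (0.27, adjusted p 0.44). On a 2nd, dimmer NFKB1 probe set it was called (-0.68, adjusted p 0.0034), with -0.39 (adjusted p 0.0036) in PS1 and 0.30 in LS1 pigs.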

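NFKBIA, the gene of the NF-κB inhibitor IκBα, rose by log2 1.26 (0.17) in PS1 pigs (2.39-fold, adjusted p 2.1e-05), in all 6. In LS1 pigs it was -0.10 (adjusted p 0.78). The responses differed by 1.36 (adjusted p 0.0023).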

As well, the gene for the NF-κB inhibitory subunit IκB (NFKB1A), which is a well-known target of the TLR signaling network through NF-κB, was up-regulated in PS1 pigs only (2.3 fold over 0 dpi, q<0.003).

Most importantly, the serum protein level of IFN-γ, the top ranked regulator for the up-regulated genes in PS1 animals, increased after ST inoculation and was positively correlated with *Salmonella* shedding levels [31]. IFN-γ produced predominantly by T lymphocytes and natural killer cells [80], is believed to prime macrophages to respond more vigorously to LPS. IFN-γ signaling also induces expression of several TLR signaling components, including TLR4 and MD2, both of which are up-regulated in the PS1 animals in response to *Salmonella* inoculation (TLR4: 5 fold over 0 dpi, q<0.02; MD2: 1.4 fold, q<0.04). IFN-γ has been proposed to remodel initial NF-κB signaling through both feed forward and feedback mechanisms [80]. First, IFN-γ amplifies TLR signaling by stimulating the expression of IRF1 and its downstream targets, which overlap with TLR signaling as IRF1 is also a target of NF-κB [41], [81]. SNEA analysis shows that the IRF1 regulon is significantly over-represented in PS1 pigs. Also, IRF1 mRNA is significantly up-regulated as well in these animals due to *Salmonella* inoculation (2.3 fold, q<0.004). Second, IFN-γ further activates proinflammatory pathways by suppressing IL10 expression, which stimulates STAT3-dependent suppression of TNF [80]. In PS1 pigs with high levels of circulating IFN-γ, IL10 RNA levels are nonresponsive to *Salmonella* inoculation, while STAT3 and TNF are slightly but significantly up-regulated in PS1 animals (1.49 fold over 0 dpi, q<0.01 and 1.65 fold over 0 dpi, q<0.08, respectively). 

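STAT3 rose by log2 0.73 (0.13; 1.66-fold, adjusted p 0.00035) in PS1 pigs, in all of them, but was not called after quantile normalisation (0.35). TNF was 0.23 (0.08; 1.18-fold, adjusted p 0.029), inside the fold limit, and it was also positive in every LS1 pig.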

Another set of STAT3 targets are SOCS genes, and SOCS3 is highly stimulated in both PS1 (6.4 fold) and LS1 (3.3 fold) pigs subsequent to *Salmonella* inoculation. However, the induction of SOCS3 mRNA is significant for PS1 pigs only (q<0.01), likely representing a negative feedback mechanism for IFN-γ signaling in PS1 animals.

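SOCS3, a feedback inhibitor gene of cytokine receptors, rose by log2 0.70 (0.13; 1.62-fold, adjusted p 0.00052) in PS1 pigs, in each animal, and was not called after quantile normalisation (0.58). In LS1 pigs it was 0.55 (0.16; 1.46-fold, adjusted p 0.075, and 0.053 in the fixed-pig model). The interaction was not called on this SOCS3 probe set (0.15, adjusted p 0.57). A 2nd, dimmer one was -0.17 (adjusted p 0.092) in PS1 and 0.20 (0.2) in LS1 pigs, with an interaction (-0.37, adjusted p 0.024) that was not called after equal medians or quantile normalisation.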

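TLR9, the receptor gene for bacterial DNA, had a log2 change of -0.24 (0.09, adjusted p 0.041) in PS1 pigs, negative in every animal and inside the fold limit. In LS1 pigs it was 0.11 (adjusted p 0.55), and the difference was -0.34 (adjusted p 0.057).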

Expression of TLR9, another gene positively regulated by IFN-γ through the actions of SPI1 and IRF8 [82], is slightly but significantly down-regulated in PS1 animals (1.53 fold compared to 0 dpi, q<0.04) and unchanged in LS1 animals. Porcine PBMC express TLR9 and respond to bacterial CpG DNA [83], with this TLR9 signaling inducing IFNG RNA expression in culture [84]. Human cells transfected with swine TLR9 and treated with CpG DNA increased cytokine-specific mRNA expression, including IFNG [85]. Mice infected with ST, as well as murine macrophages treated with LPS, also demonstrate increased TLR9 expression [86]. These observations are in contrast to the TLR9 response seen in PS1 pigs. Interestingly, inhibition of TLR9 signaling using an inhibitory oligonucleotide increased *Salmonella* replication in cultured macrophages [87], which is consistent with the lower levels of TLR9 expression seen in the PS1 animals. In our data, levels of TLR4 RNA were also increased in PS1 animals, suggesting that regulation of different TLRs is distinct in whole blood cells in vivo.

Combining our SNEA analysis results with the circulating cytokine data, we hypothesize that much of the difference in gene expression between PS and LS animals at 2 days post inoculation could be directly due to the higher levels of IFN-γ in the bloodstream. Elevated blood levels of IFN-γ would induce expression of IRF1 and other downstream components of the TLR and IFN-γ regulons. It would be interesting to test this hypothesis through measuring the correlation of IFN-γ signaling levels and gene expression response separately from *Salmonella* infection.

Overall, these results show that measurement of the transcriptomic response in a limited number of individuals with extreme disease outcomes identified substantially different responses of the major canonical immune pathways between these two extremes. As our gene expression data were quite extensive in the number of responsive genes, this experiment also provided significant new information for many poorly annotated transcripts in the porcine genome, as a correlation of their expression pattern to the known regulatory pathways described above may be a clue as to their regulation and function in the porcine immune response.

We also compared our response patterns with the data of Wurfel and colleagues [88]. This group quantified human whole blood responses for eight cytokine proteins from 102 patients to identify extremes in individual cytokine secretion after 6 hour LPS stimulation [88]. They then measured differences in global mRNA expression among three low and four high responders, cataloging genes that responded to LPS stimulation, as well as differentially expressed genes between the high and low responder classes. Comparing these results and our data, we found no overlap between genes differentially expressed between PS1 and LS1 animals at 2 dpi and genes differentially expressed between low and high cytokine secretors reported by Wurfel et al. [88]. The lack of overlap may be due to differences between *in vivo* responses to live bacteria and responses to a short-term LPS treatment *in vitro*. A smaller number of differentially expressed genes was observed between high and low responders by Wurfel and colleagues, as compared to the LS1 and PS1 animals, and this could also potentially explain the lack of overlap.

### Integrative analysis of miR-155 regulation with two important transcription factors in the porcine blood transcriptome response to *Salmonella*

Beyond the IFN-γ regulon, we further explored selected regulators showing large numbers of target genes in the differentially expressed gene lists, including TLR4, CEBPB, and SPI1, all of which we confirmed by q-PCR as up-regulated genes. The CEBPB gene product controls the expression of IL6, IL8 and other acute phase genes [89]. The CEBPB regulatory factor was among those genes up-regulated in porcine spleen upon *Haemophilus parasuis* infection [47]. The SPI1 gene product (PU.1) is well-known as a transcription factor controlling hematopoesis and stimulation of gene expression during the immune response [90], [91], including the TLR4 gene. Recently, the SPI1 gene was shown to be synergistically activated by NF-κB and CEBPB [92]. The SPI1 gene was found to be up-regulated at 2 dpi in both the LS1 and PS1 animals, while CEBPB is up-regulated only in the PS1 animals (2.2 fold, q<0.001). To visualize the commonly-regulated genes among these regulators, we collected the expression targets of IFN-γ SPI1, CEBPB and TLR4 and created a sub-network of all common genes in Pathway Studio®; the result is shown in Figure 8.

**Figure 8:**
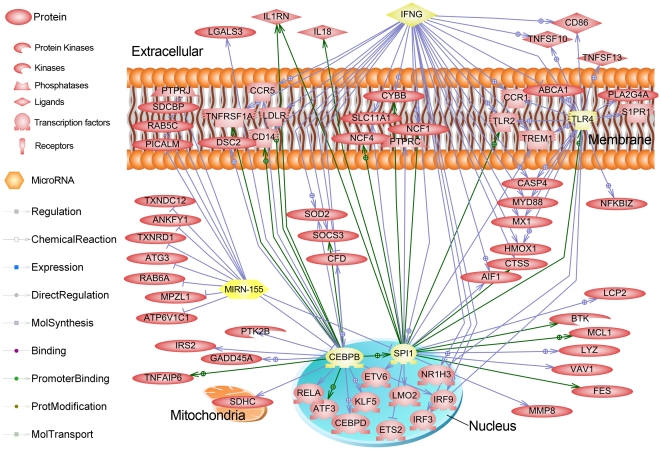
Common gene interactions of the IFNG, SPI1, TLR4, CEBPB and mir-155 (highlighted with yellow) gene expression regulation networks for up-regulated genes in the PS animals. In this figure, all entity relationships (protein-protein binding, promoter binding by transcription factor, known regulatory relationship, and other relationships) are shown for all up-regulated genes in the PS animals that were shown to be regulated by one of these five genes in the Sub-Network Enrichment Analysis. Green lines indicate promoter binding evidence; blue lines indicate regulation evidence only; all links reported by PubMed literature were obtained using Pathway Studio® (Ariadne). Note the large number of genes in common among the IFNG, SPI1 and CEBPB regulons, as well as that miR-155 negatively regulates both SPI1 and CEBPB.

In addition, one of the miRNAs with significantly enriched targets within the up-regulated genes in PS1 animals is mir-155, which was down-regulated over 5-fold following ST challenge in persistent shedder pigs in a separate challenge population (PS3) (p<0.01). Recently, mir-155 has been reported to target (inhibit) the other two significantly enriched gene expression regulators, SPI1 and CEBPB [93], [94], [95], thereby explaining the expression pattern for much of the sub-network shown in Figure 8. The RNA expression level changes, confirmed by qPCR for TLR4, CEBPB, SPI1 and miR-155, provide substantial evidence to support the SNEA-generated hypothesis of the coordinated involvement of these factors in the regulation of the global gene expression responses introduced by ST inoculation. Our results add evidence of a direct connection between miR-155 and IFN-γ signaling [96]. Banerjee and colleagues showed that during CD4^+^ T cell activation miR-155 levels increase and promote Th1 differentiation, while suppression of miR-155 levels promoted Th2 differentiation. They demonstrated that lower levels of miR-155 increased IFNGR1 RNA levels and that the IFNGR1 mRNA had a functional miR-155 target sequence. 

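IFNGR1, which encodes the ligand-binding chain of the IFN-γ receptor, rose by log2 1.90 (0.22) in PS1 pigs (3.74-fold, adjusted p 3.5e-06), in every animal. In LS1 pigs it was 0.77 (0.27; 1.7-fold, adjusted p 0.099, and 0.063 in the fixed-pig model). The interaction was 1.14 (adjusted p 0.014) but was not called after quantile normalisation or without LS1 pig 140.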

Consistent with these regulatory interactions, we note that in PS1 animals (high IFN-γ low miR-155), IFNGR1 RNA was significantly increased after *Salmonella* inoculation (3.6 fold, q<0.002) while in LS1 animals the increase is less dramatic (1.8 fold, q<0.13). Alternatively, we could find no common targets of the cytosolic DNA-sensing pathway with the targets of the above regulators, thus this pathway is apparently relatively independent of those shown in Figure 8.

Finally, we believe this analysis shows that whole blood, in addition to being a practical and useful source of biomarkers associated with disease outcomes as has been shown for tuberculosis severity [51], may be an appropriate model to understand the regulatory mechanisms associated with the response to *Salmonella in vivo*, even though the RNA is derived from a mixture of cell types. We provided evidence for both transcriptional and post-transcriptional regulatory pathway involvement in the porcine whole blood RNA data collected herein. The present expression profiling data can also be a useful starting point for the identification of genetic variants that associate with the shedding phenotypes and that reside within candidate genes such as those differentially expressed between *Salmonella* shedding phenotype classes. Thus these novel data will be an excellent foundation upon which to build both of these approaches in the porcine species, an emerging model for the mammalian immune response.

## Supporting Information

Table S1 The *Salmonella enterica* serovar Typhimurium shedding counts and AULC (Area Under Log Curve) values for the 40 challenged pigs.
(XLSX) Click here for additional data file.

Table S2 The statistical analysis results of the microarray data using a linear mixed model including fixed effects for shedding status, time, and interaction between shedding status and time.
(XLSX) Click here for additional data file.

Table S3 Differentially expressed genes detected by the microarray (q value<0.05 and fold change>1.5 or <0.667).
(XLSX) Click here for additional data file.

Table S4 Correlation analysis between the expression levels of transcripts with cell type numbers measured by Complete Blood Count Differential.
(XLSX) Click here for additional data file.

Table S5 The qPCR results for the 21 genes in the 20 animals that were extreme for AULC values (LS1PS1 and LS2PS2).
(XLSX) Click here for additional data file.

Table S6 The DAVID analysis results for the differentially expressed gene list.
(XLSX) Click here for additional data file.

Table S7 The over-represented Innate DB pathways identified in the differentially expressed gene list.
(XLSX) Click here for additional data file.

Table S8 The gene expression regulators whose targets were over-represented in the list of differentially expressed genes.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

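The data are 20 Affymetrix porcine arrays of whole-blood RNA from 10 pigs, 4 LS1 and 6 PS1, each sampled at day 0 and day 2 after intranasal inoculation with *Salmonella* Typhimurium. Jugular blood was collected in PAXgene tubes, and globin RNA was not removed. The authors deposited log2 values of 24123 probe sets that had been normalised across the arrays, by a step not given in the sources used here. The values run from 3.38 to 15.78. The sorted values of the arrays are close but not equal, with medians of 6.20 to 6.36 and SDs of 1.76 to 1.99. This is unlike the MAS5.0 signals that the Methods describe. No unprocessed intensities were used. Array to array correlations lie between 0.936 and 0.992. The 86 control probe sets were left out and 24037 were tested.

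Names come from the platform annotation, which gives 1 symbol to 10099 probe sets, several to 198 and none to 13740, covering 6765 genes. A further 1384 probe sets carry a name only in the tables of the paper. For a gene that the paper names, the probe set in its tables was used where one is given, otherwise the brightest annotated probe set. The values printed in the paper had been seen when these rules were made. Which 2 arrays belong to a pig comes from the pig numbers. As a check, day-0 and day-2 profiles, taken as deviations from the mean of their class and day, correlated at 0.19 to 0.75 within a pig. For 9 of the 10 pigs the best match was the same pig, and pig 115 was the exception.

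Comparisons were fitted with limma 3.58.1 in R 4.3.3 with 4 groups of class and day and the pig as a block (consensus correlation 0.443), and p was adjusted by the Benjamini-Hochberg method over the 24037 probe sets. They are day 2 against day 0 in PS1 and in LS1 pigs, PS1 against LS1 at each day, and the interaction. Limits were adjusted p below 0.05 and a fold change above 1.5 or below 0.667 (log2 0.585), or adjusted p below 0.1 where stated. The interaction had no fold limit. For 30 gene lists, written from general knowledge of gene function except for 1 list of genes named by the paper, the brightest probe set per gene was tested with camera at a correlation of 0.01 and with the correlation estimated. Each list was also averaged per pig, and the averages were compared by exact permutation tests, with sign changes within 1 class or all exchanges between classes. With 6 pigs the smallest exact p is 0.031, and with 4 it is 0.12. Every p for lists was adjusted over the 30 lists. Correlations of array and qPCR changes were tested with 100000 permutations of genes, with random seed 1.

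Alternatives were a mixed model per probe set (8 degrees of freedom for pigs), no pig block, the pig as a fixed term, the arrays of 1 comparison alone, litter mates in the model, equal array medians, quantile normalisation, the dimmest 40 percent of probe sets left out, other limits, all probe sets of a gene, and each pig left out in turn. Up to 100 splits of the arrays or pigs, the real groups included, were compared. The fits were tested on simulated data with 24037 probe sets of which 100 changed by log2 1 and 100 by log2 2. The block model recovered 96 and 100 in PS1 pigs with 2 false calls, 96 and 99 in LS1 pigs with 1 false call, and 93 and 98 between the classes with 17 false calls, with 0 in the wrong direction. The mixed model recovered 86 and 99 in LS1 pigs and 74 and 96 between the classes.

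Each sample is 1 array, without technical repeats. Litter mates are found in both classes, and the splits of pigs and the exact tests between the classes exchange pigs across litters. Within litters only 12 arrangements exist, so those tests were not restricted to litters except for the counts of probe sets in the closing section. The printed fold changes of the paper come from other signals and were compared only in the closing section. Blood counts, day 20 samples, the qPCR of LS3, PS3, LS4 and PS4 pigs, serum cytokines and miRNA were not analysed here. Term and network enrichment was not repeated, because its reference sets are not among the sources, and the gene lists above take its place. Table S2 was held for 398 probe sets.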

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

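All tests of explanations in this part were chosen after the results had been seen. The search for single values far from the other pigs covered 330 groups of values and found 19, and about 1 group in 20 is flagged by chance at these group sizes. PS1 pig 118 holds 8 of the 19.

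In 4 lists of general cell functions (proteasome, RNA splicing, oxidative phosphorylation, heat shock and folding) the classes moved apart after inoculation, by 0.73, 0.61, 0.55 and 0.74 log2. Scaling of whole arrays was weighed, since array medians changed differently in the classes (exact p 0.0048). The medians fell in PS1 pigs (-0.089) and rose in LS1 pigs (0.021), the opposite way to the lists. Equal medians raised the median interaction of the 4 lists from 0.75, 0.6, 0.51 and 0.67 to 0.86, 0.71, 0.62 and 0.78. This argues against a shift of array medians as the cause. After quantile normalisation all 4 lists kept an exact p below 0.05 with 46, 50.5, 30.4 and 56.6 percent of the difference left, which argues against scaling of whole arrays as the whole cause. RNA quality could also give it, and the GAPDH 3′ to 5′ difference also changed differently (exact p 0.0048). The actin and EF1a 3′ to 5′ differences did not (exact p 0.22 and 0.53). At 2 dpi itself the actin difference was 4.055 in LS1 and 3.628 in PS1 pigs (exact p 0.014). Within classes the GAPDH difference correlated with the lists at r = -0.03 (rho -0.21, permutation p 0.93). That test on 10 pigs cannot tell.

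Neutrophil genes rose in PS1 pigs. Whether a larger share of neutrophils alone did this cannot be told. Of 10 mature neutrophil genes 9 lay more than 2 standard errors below S100A9 (lowest 0.46), but S100A9 had the largest change of the list and probe sets need not respond alike, so unequal changes do not exclude it. Release of precursors that still make primary granule proteins would raise primary granule genes. Of these 1 of 4 was called, SRGN (1.13), and the median was -0.11. Their mean rose by 0.14 in 6 of 6 PS1 pigs (exact p 0.031, 0.046 adjusted). Only 4 of 14 listed genes were measured, so release of precursors stays open. Scaling of whole arrays left 8 called after quantile normalisation.

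Erythroid genes, a group that the paper does not examine, had a mean log2 change of -0.43 in PS1 pigs. Whether dilution by RNA of white cells alone did this cannot be told. Of 20 genes 18 lay more than 2 standard errors above FECH (highest 0.09), but FECH had the largest decrease of the list and probe sets need not respond alike, so unequal changes do not exclude it. Scaling of whole arrays was also weighed. Equal array medians moved the PS1 median of the list from -0.29 to -0.20, so a shift of medians is not the whole cause. After quantile normalisation 7 were called lower, but that step itself moved the median to -0.52. It therefore cannot tell whether scaling gave part of the decrease. Whether any cells lost these transcripts was not tested.

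Other splits show where chance can be excluded. For the PS1 response it can: the real 1823 was reached in 1 of 100 splits of arrays, the real one, with 1502 as the highest other, and in 1 of 32 swaps of days within pigs (highest other 1248). For the LS1 response at adjusted p below 0.1 the real 776 stands alone in 1 of 35 splits of arrays (highest other 10). These splits do not keep the arrays of a pig paired. Swaps within the 4 pigs do (1 of 8, highest other 10), but they are too few to tell. At 2 dpi 1359 was reached in 2 of 100 splits of pigs, the real one and 1 other, which called 2079. That other split kept the 4 LS1 pigs together and added PS1 pigs 118 and 134 to them, so it lies close to class. Among exchanges of pigs within litters the real one alone reached 1359 (1 of 12, highest other 1) and 10612 for the interaction (1 of 12, highest other 4069), but 12 are too few to tell. At day 0 the real count was 0, which any split reaches, so that test cannot tell (100 of 100, highest other 2). For the interaction 10612 was reached in 1 of 100 (highest other 7704).

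For the number of gene lists passing camera, chance cannot be excluded. The counts include the real grouping. In PS1 pigs 3 of 32 swaps gave at least the real 17 (highest other 17), and in LS1 pigs 3 of 8 gave at least 11 (highest other 14), which are too few to tell. Between classes 39 of 100 splits gave at least 11 at 2 dpi (highest other 19), 35 of 100 at least 10 at day 0 (highest other 17), and 30 of 100 at least 10 for the interaction (highest other 18). In the exact tests on pig averages the change differed between the classes for 18 lists after adjustment, while 0 differed at 2 dpi (10 before adjustment) and 0 at day 0 (1 before adjustment).

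Single PS1 values far from the other PS1 pigs were as follows. CD80 in pig 108 was -0.48 (others -0.01 to 0.24). FOS in pig 108 was 0.29 (others -0.25 to -0.05). S100A9 in pig 115 was 7.14 (others 4.5 to 5.48). RALGDS in pig 115 was 0.48 (others -0.04 to 0.06). Pig 118 had TCN1 2.51 (others 4.57 to 5.52), MS4A8B 3.79 (5.65 to 6.63), MMP8 1.23 (4.2 to 5.42), ARG2 1.61 (3.03 to 3.77), CSTA 2.06 (3.98 to 4.76) and TCEA3 0.64 (2.99 to 3.74). Its monocyte list mean was 0.56 (others 1.07 to 1.15), and its day-2 array median was 6.3 (others 6.2 to 6.22).

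Among LS1 pigs TCEA3 (another probe set) in pig 143 was -0.14 (others 0.37 to 0.45). EPB41L3 in pig 101 was 0.84 (others 0.3 to 0.33), and GPN2 in pig 101 was 0.29 (others 0.03 to 0.06). CTSS in pig 140 was -0.59 (others -0.13 to -0.06), and its T cell list mean was -0.07 (others -0.33 to -0.31). C1QA in pig 106 was 0.4 (others 0.08 to 0.12), and MAPK14 in pig 106 was 0.74 (others -0.24 to -0.12). The spread of array values rose in 6 of 6 PS1 pigs and fell in 4 of 4 LS1 pigs (exact p 0.0048). Of the named probe sets, 92 of 125 had an interaction. Means in PS1 pigs for lists that the paper does not examine were 0.58 for vacuolar ATPase and lysosome, 0.58 for glycolysis and 0.42 for heat shock and folding.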

How the results depend on the processing

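The added alternatives for the interaction fold, mixed model q below 0.1, the fixed-pig overlap and list scaling were chosen after the results had been seen, the others before. PS1 D2/D0 changed probe sets were 1823, and 10283 with no fold threshold. LS1 D2/D0 changed probe sets were 0, and 673 with the mixed model, 904 with the mixed model at q below 0.1, 629 with dim probe sets left out, 868 with the pig fixed, 912 with the arrays of the comparison only and 776 at adjusted p below 0.1. D2 PS1/LS1 changed probe sets were 1359, and 0 with the mixed model, 798 with the day-2 arrays only and 2521 with no fold threshold. D0 stayed at 0 throughout. The shedding-by-time interaction probe sets were 10612, and 49 with no pig block, 4244 with fold over 1.5 and 18549 with the mixed model at q below 0.1. The probe sets called in both PS1 D2/D0 and LS1 D2/D0 were 0, and 147 at adjusted p below 0.1, 76 and 176 with the mixed model at the 2 limits and 151 with the pig fixed. Shared between PS1 and D2 PS1/LS1 were 788, and 0 with the mixed model and 91 with PS1 pigs split into 3 and 3. Gene lists passing were 17, 11, 11, 10 and 10 of 30, and 0 in all 5 comparisons with an estimated correlation; quantile normalization left 6 for D2 PS1/LS1. Reversed were RNA splicing in PS1 pigs (adjusted p 0.7) and TGFB1 interaction (-0.38), both under quantile normalization. With 1 pig left out the ranges were 1547 to 2226 for PS1, 0 to 548 for LS1, 0 to 2246 for D2 PS1/LS1, 6704 to 11640 for the interaction, 0 to 59 and 0 to 1255 for the 2 overlaps, and 0.57 to 0.68 for the qPCR r. Of 11592 gene results 10421 stayed the same, 148 were stronger, 1022 weaker and 1 reversed, and of 2100 list results 1934, 54, 111 and 1. Apart from the results named, the pig block changed no call of a headline result. The cause of these differences was not tested.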

Differences from the paper's values

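The comparisons with the paper's values were made after those values had been seen. The paper used MAS5.0 signals, a mixed model and q values, and the deposited values come from another summary. Table S2 changes, read as natural logarithms, correlated with those here at r = 0.73, 0.53, 0.63 and 0.52 over 398 probe sets, and at 0.92, 0.91, 0.87 and 0.89 over the 127 with a value over 8. The steps that differ were not separated. For TLR4 the paper's Table 1 gives 16.63-fold and its Table 4 4.96-fold, and here 2 probe sets gave 2.87-fold and 5.64-fold. Alternatives are named below only where they bring a value near to that of the paper.

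For changed transcripts at q below 0.1 and fold over 1.5 the paper gives 1071 for D2 PS1/LS1 and here there were 1884, with 1555 under quantile normalization and 767, 1229, 1273 and 1240 without pigs 101, 108, 115 and 142. For transcripts with shedding-by-time interaction at q below 0.1 it gives 3297, and 13289 here. For changed genes at q below 0.05 and fold over 1.5 it gives 124 for LS1 D2/D0 and here 0. The sentence with the 124 prints q below 0.1, while the paper's count of transcripts at that limit is 545, and here 776. For D2 PS1/LS1 it gives 217 and here 1359, with 312 and 238 without pigs 108 and 142. Those changed in both at q below 0.05 were 13 and here 0 for PS1 and LS1 (14 without pig 140), 127 and here 788 for PS1 and D2 PS1/LS1 (108 and 182 without pigs 101 and 142), 6 and here 0 for LS1 and D2 PS1/LS1, and 4 and here 0 for opposite directions. Genes changed in LS1 and not in PS1 pigs at q below 0.05 were 111 and here 0, and those changed in LS1 and not in PS1 pigs at q below 0.05 and lower on day 2 were 104 and here 0. Over 3-fold at q below 0.1 the paper gives 12 in LS1 pigs and here 4, with 12 without pig 140. Over 5-fold in PS1 pigs it gives more than 100 and here 53. The paper compared genes in some of these counts where probe sets are counted here.

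For PS1 D2/D0 in Table 1, the paper and this section give: TCN1 246.61 and 26.5, RETN 74.06 and 24.2, ARG2 25.19 and 8.14, TLR4 16.63 and 2.87, 1 unnamed transcript 15.78 and 2.44, TCEA3 14.69 and 2.28, BATF3 14.07 and 7.14, another unnamed 12.09 and 2.04, another unnamed 11.66 and 1.64, TNFAIP6 10.58 and 1.27, ASRGL1 9.04 and 4.44, EPB41L3 9.02 and 1.77. Decreases were VNN1 12.50 and 2.66, ANGPT1 9.09 and 1.09, C1orf210 9.09 and 1.23. In the text they are NFKB1 1.3 and 0.777 (0.647 in the paper's Table S3), LY96 1.4 and 3.93 (3.68 in Table S3, and as a natural logarithm 3.93 is 1.37), SOCS3 6.4 and 1.62 in PS1 and 3.3 and 1.46 in LS1 pigs, and CEBPB 2.2 and 6.24, where Table 4 gives 8.03 and its 2.24 is the 2 dpi value (2.42 here).

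For LS1 D2/D0 in Table 2 the paper and this section give: TMTC1 6.15 and 1.29, GPN2 4.30 and 1.08, KRTAP11-1 3.83 and 1.21, TAF1B 3.78 and 1.1, SYP 3.02 and 1.16. Decreases were CAMP 3.23 and 1.45, GPN2 (another probe set) 4.35 and 1.11, BTBD10 5.56 and 1.23, 1 unnamed transcript 8.33 and 1.8, another unnamed 10.00 and 0.97.

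For D2 PS1/LS1 in Table 3 they give: BTBD10 7.07 and 1.4, KIF1B 6.34 and 1.45 (1.69 on another probe set), RARS2 6.21 and 1.09, HPSE 6.10 and 1.59, NDUFB6 5.72 and 1.32, RALGDS 5.40 and 1.13, Golim4 5.07 and 1.28, USP45 4.25 and 1.26, SERINC1 4.18 and 2.05, RABL3 4.18 and 1.15, SSFA2 3.70 and 1.46, HSPA9 3.04 and 1.52. ASRGL1 was 3.47 and 2.31, with 2.41 after equal medians and 2.42, 2.82 and 2.49 without pigs 105, 106 and 118. ABHD13 was 3.33 and 2.13, with 2.23 after equal medians and 2.3 and 2.26 without pigs 134 and 143. Decreases were 1 unnamed transcript 3.70 and 1.2, SEPT8 5.56 and 1.3, GPN2 5.56 and 1.31, PSP-II 5.56 and 1.42, C1orf210 8.33 and 1.23. The platform annotation gives the probe set of NDUFB6 to CYP19A3 and that of CAMP to NPG4, and it gives those of CSTA and CASP4 only locus numbers, so these values are tied to the paper's names and not to the annotation.

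For the array folds in Table 4 they give: VNN1 0.07 and 0.375 in PS1, 0.28 and 0.659 in LS1 pigs and 0.24 and 0.493 at 2 dpi. IGHG at 2 dpi was 0.34 and 0.597 (0.508 under quantile normalization). BPGM was 0.33 and 0.532 in PS1 pigs (0.492 under quantile normalization, 0.481 without pig 105) and 0.34 and 0.728 at 2 dpi. A 2nd, brighter BPGM probe set gave 0.346 and 0.382, near the paper's, though its supplementary table names that probe set as another gene. IRF7 was compared here on a dimmer probe set than the one used in the sections above. In PS1 pigs it was 6.67 and 1.94. In LS1 pigs it was 2.37 and 1.56, with 1.6 under quantile normalization and 1.68, 1.72 and 1.62 without pigs 101, 140 and 143. The brighter IRF7 probe set, used above, gave 2.45 in PS1 and 1.5 in LS1 pigs. C1QA was 0.35 and 0.875 in PS1, 2.29 and 1.13 in LS1 pigs and 0.32 and 0.84 at 2 dpi.

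Some calls differ as well. The paper reports changes in PS1 pigs that stayed inside the fold limit here for IL4 (-0.24), IL6 (-0.35), TNF (0.23), CASP8 (0.38), CD86 (0.41) and TLR9 (-0.24), and lower IL5 and IL10, which were not called here. Elsewhere the paper calls IL6 not significantly affected and IL10 unresponsive, and IL10 was 0.08 here (adjusted p 0.51). OAS1 (0.71) and the CD14 probe set of the paper (0.34) were not called, though another probe set annotated CD14 was. TICAM2 was not called in any setting. GPN2 was not called at 2 dpi on the probe set in Table 3 (-0.39, adjusted p 0.051), and of 60 probe sets under this name 4 were called higher and 0 lower. In LS1 pigs CTNNB1 (-0.25) and SFRS1 (-0.38) were not called on the probe sets used, but the fixed-pig model called another CTNNB1 probe set (-1.05, adjusted p 0.0011) and 1 other SFRS1 probe set (-0.80, 0.00058), while a further SFRS1 probe set was inside the fold limit (-0.54, 0.015). The paper's tables at hand do not list either gene with a probe set. SFRS3, TGM1 and DGAT2 were called in LS1 pigs by the mixed model and the fixed-pig model and not by the block model. For the IL12B interaction the paper gives q below 0.15 and the adjusted p here was 0.02. The ribosomal and sterol lists did not separate the classes at 2 dpi. The cause of these differences was not tested.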

Other observations

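The lists in this part were planned at the outset, and the tests of explanations for them were chosen after the results had been seen. Red cell genes moved with inoculation in the PS1 pigs, the persistent shedders. Of 20 measured erythroid genes 6 fell in PS1 pigs (7 after quantile normalisation), among them the heme synthesis gene FECH (-1.55) and BPGM (-1.53), which sets oxygen release. The BPGM value is from a probe set that the paper's supplementary table names as another gene. The BPGM probe set of the paper gave -0.91. By qPCR BPGM was -0.72 (SD 1.25, exact p 0.28) in PS1 and -0.07 in PS2 pigs. The mean of the erythroid genes in LS1 pigs was -0.03 (SD 0.03), and the class difference had an exact p of 0.0095 (0.024 adjusted). Camera adjusted p was 0.00014 in PS1 and 0.91 in LS1 pigs, and adjusted p = 0.39 and 0.97 with an estimated correlation. Dilution by RNA of white cells alone is not excluded (18 of 20 genes lay above FECH, a test that cannot tell), and reticulocyte counts would help to decide.

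Genes of lysosome acidification and glucose use had a positive mean change in PS1 pigs. Of 34 vacuolar ATPase and lysosome genes 15 rose (8 higher and 1 lower after quantile normalisation), including the pump subunit gene ATP6V1C1 (1.99) and the membrane protein gene LAMP1 (1.21). The LS1 mean was 0.03 (SD 0.11; exact p for the class difference 0.0095), and camera adjusted p was 1.3e-07 in PS1 and 0.46 in LS1 pigs, with adjusted p = 0.29 and 0.85 with an estimated correlation. Of 18 glycolysis genes 9 rose (6 after quantile normalisation), led by the hexokinase gene HK3 (2.53) and the glucose carrier gene SLC2A3 (2.06). The LS1 mean was 0.13 (SD 0.13; exact p 0.0048), and camera adjusted p was 0.0018 in PS1 and 0.17 in LS1 pigs, with adjusted p = 0.29 and 0.6 with an estimated correlation.

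Chaperone genes had a positive mean change in PS1 pigs and a negative one in LS1 pigs. Of 28 heat shock and folding genes 8 rose in PS1 pigs (5 after quantile normalisation), DNAJA1 most (1.44), while LS1 pigs had a mean of -0.32 (SD 0.11; exact p 0.0095), negative in 4 of 4. In LS1 pigs 0 were called in the block model, 4 were lower in the fixed-pig model and 5 over the list alone. Camera adjusted p was 0.00032 in PS1 pigs (0.12 after quantile normalisation) and 8.5e-05 in LS1 pigs. With an estimated correlation, adjusted p = 0.47 and 0.6. At day 0 PS1 pigs had lower medians than LS1 pigs for oxidative phosphorylation (-0.26, camera adjusted p 4.9e-09), proteasome (-0.25, 1.6e-05) and interferon-stimulated genes (-0.39, 0.0076). None of their members was called, adjusted p = 0.69 for each with an estimated correlation, and 35 of 100 splits of the pigs, the real one included, passed as many lists. A starting difference is therefore possible but is not shown by these 10 pigs.

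Array values are relative to all blood RNA. Counts of each cell type in the same samples, or RNA of sorted cells, would separate cell numbers from cell activity.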
